# *Rhizobium* sp. IRBG74 Alters *Arabidopsis* Root Development by Affecting Auxin Signaling

**DOI:** 10.3389/fmicb.2017.02556

**Published:** 2018-01-04

**Authors:** Catherine Z. Zhao, Jian Huang, Prasad Gyaneshwar, Dazhong Zhao

**Keywords:** *Arabidopsis*, auxin signaling, *Rhizobium*, RNA-seq, root development

## Abstract

*Rhizobium* sp. IRBG74 not only nodulates *Sesbania cannabina* but also can enhance rice growth; however, the underlying molecular mechanisms are not clear. Here, we show that *Rhizobium* sp. IRBG74 colonizes the roots of *Arabidopsis thaliana*, which leads to inhibition in the growth of main root but enhancement in the formation of lateral roots. The promotion of lateral root formation by *Rhizobium* sp. IRBG74 in the *fls2-1* mutant, which is insensitive to flagellin, is similar to the wild-type plant, while the auxin response deficient mutant *tir1-1* is significantly less sensitive to *Rhizobium* sp. IRBG74 than the wild type in terms of the inhibition of main root elongation and the promotion of lateral root formation. Further transcriptome analysis of *Arabidopsis* roots inoculated with *Rhizobium* sp. IRBG74 revealed differential expression of 50 and 211 genes at 24 and 48 h, respectively, and a majority of these genes are involved in auxin signaling. Consistent with the transcriptome analysis results, *Rhizobium* sp. IRBG74 treatment induces expression of the auxin responsive reporter *DR5:GUS* in roots. Our results suggest that in *Arabidopsis Rhizobium* sp. IRBG74 colonizes roots and promotes the lateral root formation likely through modulating auxin signaling. Our work provides insight into the molecular mechanisms of interactions between legume-nodulating rhizobia and non-legume plants.

## Introduction

Legume nodulating rhizobia are among the most effective plant growth-promoting rhizobacteria as these bacteria form nitrogen-fixing symbiotic associations with legumes which are highly efficient in supplying nitrogen to the host plants (Graham and Vance, 2003; Peoples et al., 2009; Gyaneshwar et al., 2011). The legume-rhizobia symbiosis involves a complex signal exchange between rhizobia and the legume host (Oldroyd and Downie, 2006; Stacey et al., 2006; Jones et al., 2007). Apart from forming nitrogen-fixing symbiosis with legumes, many rhizobial strains are known to form growth promoting associations with non-legumes, such as maize (*Zea mays*), wheat (*Triticum aestivum*), and rice (*Oryza sativa*) (Biswas et al., 2000a,b; Chaintreuil et al., 2000; Gutiérrez-Zamora and Martínez-Romero, 2001; Ladha and Reddy, 2003; Yanni and Dazzo, 2010; Mitra et al., 2016). It has been suggested that the ability of rhizobia to secrete plant growth-promoting hormones, especially indole acetic acid (IAA), might be important for plant growth promotion (Biswas et al., 2000b; Mishra et al., 2008).

To better understand the mechanisms underlying the interactions between legume nodulating rhizobia and non-legumes, we have chosen *Rhizobium* sp. IRBG74, which nodulates several species of *Sesbania*, as a model rhizobia (Cummings et al., 2009). In addition, *Rhizobium* sp. IRBG74 was shown to enhance the growth of wetland rice cultivars by the mechanisms other than nitrogen fixation (Biswas et al., 2000a,b). We recently showed that *Rhizobium* sp. IRBG74 colonizes rice tissues internally and that rhizobial lipopolysaccharide plays an important role in *Rhizobium* colonization (Mitra et al., 2016). In contrast to detailed knowledge of the mechanisms involved in rhizobial-legume interactions, there is significant lack of understanding about the molecular details of how bacterial endophytes recognize and enter their plant hosts as well as the mechanisms by which endophytes enhance plant growth.

*Arabidopsis* is a model species for plant genetics (Arabidopsis Genome Intiative, 2000; Zhao et al., 2001, 2002) and in recent years it has been utilized as a model system to elucidate plant microbiome and to determine mechanisms of plant interactions with beneficial microorganisms, especially the endophytes (Lebeis et al., 2015; Müller et al., 2016; Wintermans et al., 2016; Asari et al., 2017). Earlier studies showed that *Arabidopsis* can be colonized by *Azorhizobium caulinodans* ORS571, a rhizobial symbiont of aquatic legume *Sesbania rostrata* (Gough et al., 1997; Stone et al., 2001). A recent report has suggested that *Mesorhizobium loti* colonizes *Arabidopsis* roots and enhances plant growth likely through changes in plant auxin levels (Poitout et al., 2017). However, the mechanistic details of interactions between *Arabidopsis* and legume nodulating rhizobia has not yet been studied. The present study is focused on examining whether *Rhizobium* sp. IRBG74 can colonize *Arabidopsis* and the response of *Arabidopsis* to rhizobial inoculation at morphological and molecular levels.

## Materials and methods

### Bacterial strains, plant materials, and growth conditions

The *Rhizobium* sp. IRBG74 wild-type strain as well as strains marked with GUS (*Rhizobium* sp. IRBG74-GUS) and GFP (*Rhizobium* sp. IRBG74-GFP) (Mitra et al., 2016) reporters were maintained on LB agar plates. *Arabidopsis thaliana* Landsberg *erecta* (L*er*) and Columbia (Col-0), *fls2-1* (Gómez-Gómez and Boller, 2000) and *tir1-1* (Gray et al., 2001) mutants (Col-0), as well as the *DR5:GUS* transgenic line (Ulmasov et al., 1997) were used for studying colonization by *Rhizobium* sp. IRBG74. Seedlings were grown on the Murashige and Skooge (MS) medium in square Petri dishes under a 16-h light/8-h dark photoperiod regime at 22°C and 50% humidity.

### Colonization analysis of *Arabidopsis* roots inoculated by *Rhizobium* sp. IRBG74

The inoculation of *Arabidopsis* seedlings by *Rhizobium* sp. IRBG74 (wild type), *Rhizobium* sp. IRBG74-GUS and *Rhizobium* sp. IRBG74-GFP strains was carried out as described earlier (Mitra et al., 2016). Briefly, *Arabidopsis* seeds were surface-sterilized by soaking in 50% of household bleach for 10 min and then in 70% ethanol for further 10 min. Sterilized seeds were then planted on Petri dishes containing MS salt and stratified for 3 days at 4°C and then germinated at 22°C in a growth chamber. Roots of 4-day old seedlings were inoculated with LB grown bacterial strains (0.1 O.D.) or plain LB as control. Seedlings were then transferred to square Petri dishes with the MS medium and incubated in a growth chamber at 22°C. Three biological repeats were performed with 10 seedlings per treatment.

The colonization of *Arabidopsis* roots was examined at 2 and 7 days after inoculation using histochemical GUS staining (Liu et al., 2010; Huang et al., 2016d) and fluorescence microscopy (Huang et al., 2016b,c, 2017) as described in our previous studies. The seedlings were removed from the plates and washed three times with sterile water and then used for GUS staining and GFP fluorescence analyses. The images of GUS stained roots were photographed by an Olympus SZX7 dissection microscope equipped with the Olympus DP 70 digital camera (Olympus, Center Valley, PA, USA). For confocal microscopy analysis, root samples were observed with a Leica TCS SP2 laser scanning confocal microscope using a 63×/1.4 water immersion objective lens. A 488-nm laser was used to excite GFP and FM4-64. The emission was captured using PMTs set at 505–530, 500–550, and 644–719 nm, respectively.

### Analysis of *Arabidopsis* root development after treatment with *Rhizobium* sp. IRBG74

As described above, *Arabidopsis* wild-type, *fls2-1* and *tir1-1* mutant seedling were inoculated with the LB grown *Rhizobium* sp. IRBG74 (wild type) strain and the plain LB, respectively. The effect of bacterial inoculation on root development was determined by measuring the length of primary root and the numbers of lateral roots 7 days after inoculation. Three biological repeats were performed with 10 seedlings per treatment. Data were analyzed for statistical significance by *t*-test.

### Transcriptome analysis of *Arabidopsis* root development in response to treatment with *Rhizobium* sp. IRBG74

To examine how the *Arabidopsis* root development responds to the *Rhizobium* sp. IRBG74 treatment at the molecular level, we performed RNA-seq experiments as described in our previous studies (Huang et al., 2016d). One hundred seedlings were inoculated with the LB grown *Rhizobium* sp. IRBG74 (wild type) strain and the plain LB (control). Roots were collected at 24 and 48 h after inoculation and then were used for RNA extraction by RNeasy Plant Mini Kit (Qiagen). On-column DNase digestion was carried out using the RNase-free DNase (Qiagen). RNA amounts were determined by the Qubit 3.0 Fluorimeter (Fisher scientific) and 500 ng of total RNA was used for preparing RNA-seq library. RNA-seq libraries were constructed using the Illumina's TruSeq Stranded Total RNA with Ribo-Zero Plant kit. Three biological repeats were performed; therefore, totally 12 libraries were sequenced (single-end sequencing, 1 × 100 bp) in the Biotechnology Center of University of Wisconsin-Madison on a HiSeq2500 (Illumina) using a TruSeq SBS sequencing kit version 3 (Illumina) and processed with Casava 1.8.2. The average reads for each library are 27.2 M.

RNA-seq data evaluation and pre-processing were performed by the CyVerse Discovery Environment (Goff et al., 2011; Merchant et al., 2016). The quality of RNA-seq reads was evaluated by FastQC 0.10.1. Adapter sequences were removed by Scythe-adapter-trimming. Low quality sequences were trimmed and filtered by Sickle-quality-based-trimming. The read-quality of the cleaned reads was re-evaluated by FastQC 0.10.1. RNA-Seq reads were aligned to the *Arabidopsis* genome using TopHat2-SE. Cufflinks2 was used to assemble transcripts from the RNA-seq data. Cuffmerge2 was used to merge all Cufflinks transcripts into a single transcriptome annotation file. Cuffdiff2.2.1a was used to compare differentially expressed genes. Genes with *p*-values < 0.05 and log2 fold changes more than 1 or less than−1 were selected as differentially expressed genes and were further analyzed. 

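In the authors' deposited table, the largest p-value of a gene listed for treated against untreated roots was 0.01905 at 24 h and 0.0191 at 48 h. The corresponding largest q-values, which are the p-values adjusted for multiple testing, were 0.0499 and 0.0500. By the paper's own values in Supplementary Table 1, 1 of 50 genes had a log2 fold change within 1 of 0. It was LRP1, chosen after its values were seen, with a log2 fold change of 0.96 from limma (standard error 0.201, adjusted p = 6.87e-05). By those in Supplementary Table 2, 1 of 211 genes had a log2 fold change within 1 of 0. It was PID2, chosen after its values were seen, with a log2 fold change of 0.88 from limma (standard error 0.108, adjusted p = 9.83e-06). The authors' deposited table gave LRP1 a log2 fold change of 1.05 at 24 h and PID2 one of 1.05 at 48 h. A further 7 genes of Supplementary Table 2 were at 0 FPKM in untreated roots and had no finite fold change.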

GO annotation search and functional categorization were performed from TAIR (https://www.arabidopsis.org).

Genes were clustered using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) (Huang et al., 2007, 2009, 2016d). The files of output DAVID chart records were used to generate enrichment map (Merico et al., 2011). Only gene-sets passing conservative significance thresholds (*p*-value < 0.001, False Discovery Rate (FDR) < 2%, the overlap coefficient = 0.5) were selected to present in the Enrichment Map, which results in 106 significantly enriched gene-sets. Heat-maps were generated by the Enrichment Map software. The complete datasets in this study are available in the NCBI GEO database under accession numbers of GSM2863566, GSM2863567, GSM2863568, GSM2863569, GSM2863570, GSM2863571, GSM2863572, GSM2863573, GSM2863574, GSM2863575, GSM2863576, and GSM2863577.

### Characterization of auxin response in *Arabidopsis* roots inoculated with *Rhizobium* sp. IRBG74

Seedlings of the *DR5:GUS* transgenic line were inoculated with the LB grown *Rhizobium* sp. IRBG74 (wild type) strain and the plain LB (control). As described in our previous studies (Liu et al., 2010; Huang et al., 2016d), changes in GUS expression were determined using histochemical GUS staining and quantification of GUS activity using a Synergy HT multi-mode microplate reader at 360 nm (excitation) and 460 nm (emission). The concentration of protein was measured using the Bradford method and GUS activity was calculated as nM 4-MU/min/mg protein.

## Results and discussion

### *Rhizobium* sp. IRBG74 can colonize *Arabidopsis* roots

To test whether *Rhizobium* sp. IRBG74 can colonize the *Arabidopsis* root, we inoculated *Arabidopsis* (Col-0 and L*er*) roots with strains of *Rhizobium* sp. IRBG74-GUS and IRBG74-GFP which were utilized to study colonization of *Sesbania cannabina* and rice before (Mitra et al., 2016). From 30 Col-0 seedlings (3 repeats, each repeat contains 10 seedlings) treated by *Rhizobium* sp. IRBG74-GUS, GUS signals were observed throughout the main roots of all seedlings by 2 *D*ays *A*fter *I*noculation (DAI) (Figure 1A and Supplementary Figure 1) and on both the main root and lateral roots of all seedlings at 7 DAI (Figure 1B). A similar result was obtained from *Rhizobium* sp. IRBG74-GUS treated L*er* seedlings (Figure 1C,D). Confocal microscopy further demonstrated that although no GFP signal was observed in the root tips of 30 examined seedlings (3 repeats, each repeat contains 10 seedlings) treated by *Rhizobium* sp. IRBG74-GFP at 2 DAI (Figure 1E), the GFP expression was detected in root hairs (the surface of main root) at 7 DAI (Figure 1F), which agrees with the results from the GUS staining (Figures 1A,C). The fluorescent bacteria were found mainly on the root surface. These results suggest that *Rhizobium* sp. IRBG74 can colonize *Arabidopsis* roots epiphytically under the studied conditions.

**Figure 1:**
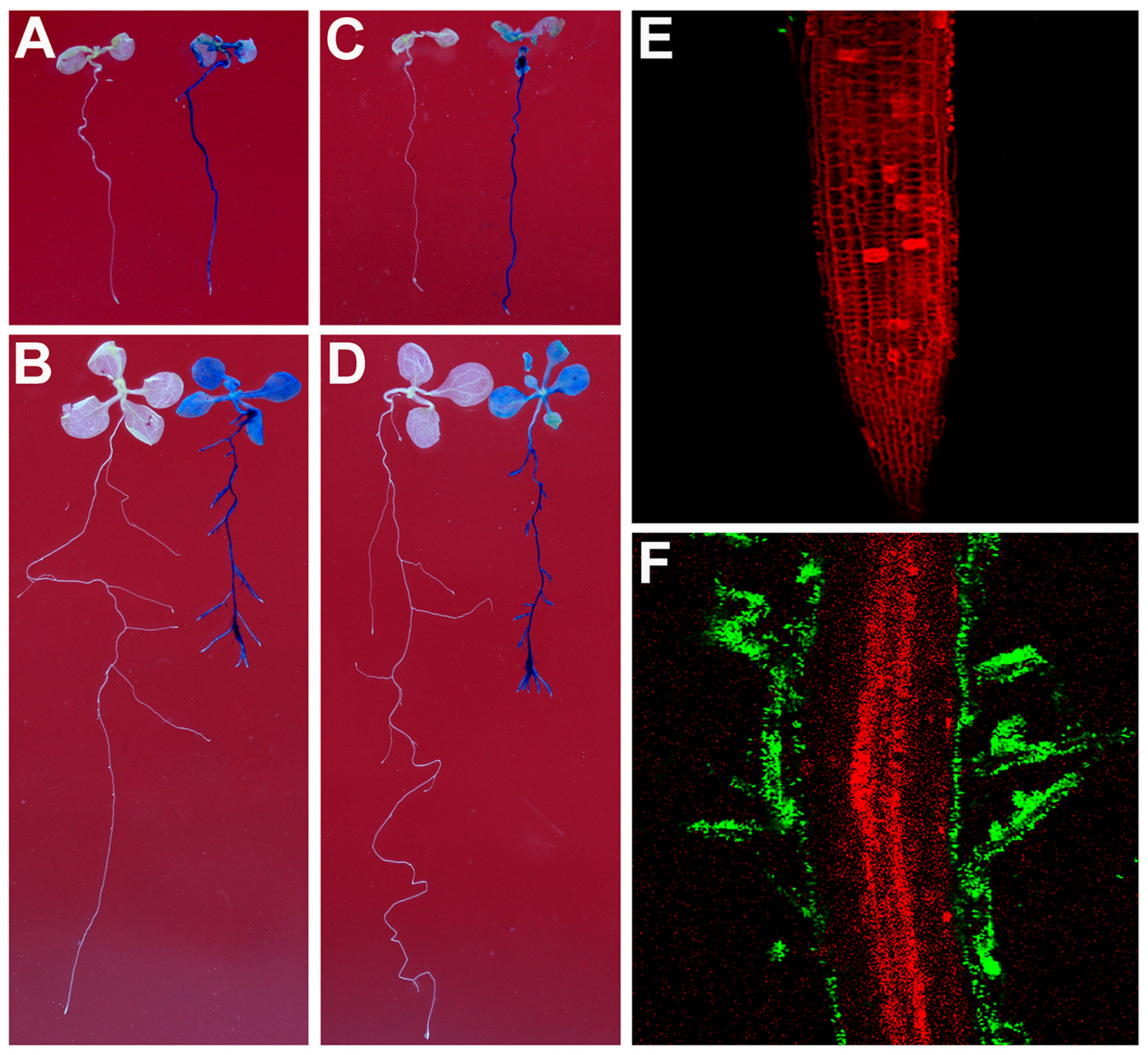
*Rhizobium* sp. IRBG74 can colonize *Arabidopsis* Root. **(A,B)** Columbia (Col-0) 4-day seedlings without (left) and with (right) *Rhizobium* sp. IRBG74-GUS treatment for 2 **(A)** and 7 **(B)** days. **(C,D)** Landsberg *erecta* (L*er*) 4-day seedlings without (right) and with (right) *Rhizobium* sp. IRBG74-GUS treatment for 2 **(C)** and 7 **(D)** days. **(E)** No GFP signal was found in the root tip of Col-0 4-day seedlings treated with *Rhizobium* sp. IRBG74-GFP for 2 days. **(F)** GFP signal was detected in root hairs of Col-0 4-day seedlings treated with *Rhizobium* sp. IRBG74-GFP for 2 days.

### *Rhizobium* sp. IRBG74 promotes lateral root formation in *Arabidopsis*

Recent studies have suggested that plant beneficial bacteria enhance the formation of lateral roots in host plants, which in turn allow more surface area for bacteria to colonize (Gyaneshwar et al., 2002; James et al., 2002). As shown in Figures 1A–D, *Rhizobium* sp. IRBG74 promoted the lateral root formation but inhibited the main root elongation. To further study this effect, the length of the main root and the number of lateral roots were quantified. Inoculation of 30 (3 repeats, each repeat contains 10 seedlings) *Arabidopsis* seedlings with *Rhizobium* sp. IRBG74 resulted in significant reduction in growth of the main root and significant enhancement in the number of latera roots at 7 DAI in both Col-0 (Figures 2A–D) and L*er* ecotypes (Figures 2E–H). These results are consistent with earlier reports showing the enhancement of *Arabidopsis* root growth by *Baccillus amyloliquefaciens* SQR9 (Chen et al., 2017) and the increase in rice root growth by *Rhizobium* sp. IRBG74 (Mitra et al., 2016). Additionally, earlier studies have shown that the natural openings created as a result of emergence of lateral roots from the main root could allow point of entry for plant beneficial bacteria through “crack entry,” especially in non-legumes (Gyaneshwar et al., 2002; James et al., 2002). *Rhizobium* sp. IRBG74 is known to colonize its plant-hosts through “crack entry” (Mitra et al., 2016). Our results suggests that *Rhizobium* sp. IRBG74 likely induces the formation of lateral roots which in turn might provide additional openings for the bacteria to invade the internal tissues.

**Figure 2:**
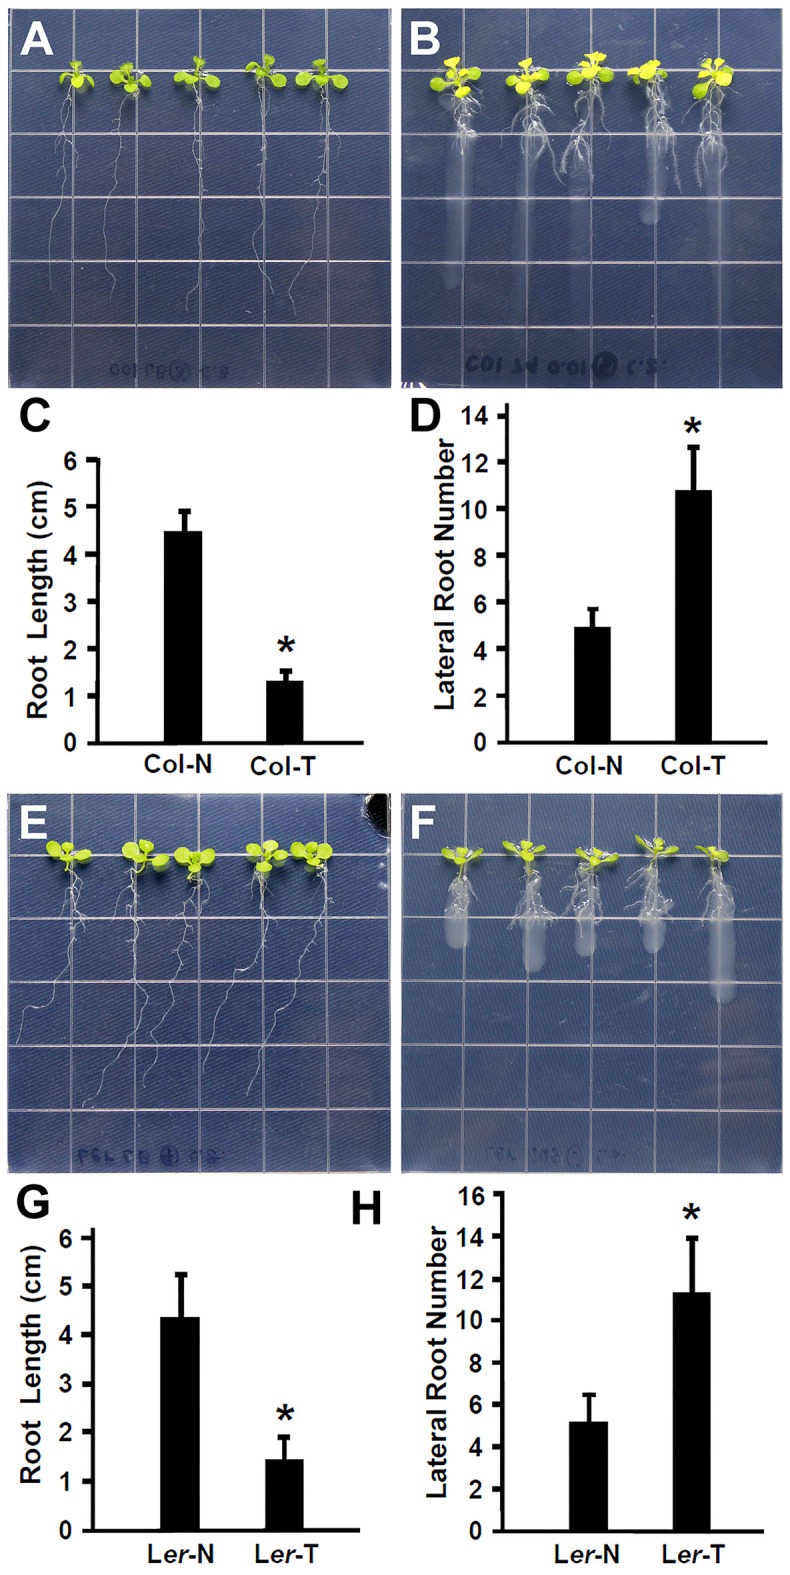
*Rhizobium* sp. IRBG74 promotes lateral root formation but inhibits the primary root growth in *Arabidopsis*. **(A,B)** Columbia (Col-0) 4-day seedlings without **(A)** and with **(B)** *Rhizobium* sp. IRBG74 treatment for 7 days. **(C)** Primary root length of Col-0 4-day seedlings without (Col-N) and with (Col-T) *Rhizobium* sp. IRBG74 treatment for 7 days. **(D)** Lateral root numbers of Col-0 4-day seedlings without (Col-N) and with (Col-T) *Rhizobium* sp. IRBG74 treatment for 7 days. **(E,F)** Landsberg *erecta* (L*er*) 4-day seedlings without **(E)** and with **(F)** *Rhizobium* sp. IRBG74 treatment. **(G)** Primary root length of L*er* 4-day seedlings without (L*er*-N) and with (L*er*-T) *Rhizobium* sp. IRBG74 treatment for 7 days. **(H)** Lateral root numbers of L*er* 4-day seedlings without (L*er*-N) and with (L*er*-T) *Rhizobium* sp. IRBG74 treatment for 7 days. ^*^Indicates the difference is significant (*P* < 0.01).

### The enhancement of lateral root formation is not altered in *fls2-1* seedlings treated by *Rhizobium* sp. IRBG74

Plant recognize the beneficial and pathogenic microorganisms through the Microbe-Associated Molecular Patterns (MAMPs) (Dangl and Jones, 2001). Bacterial flagellin is one of the MAMPs that triggers plant defense response upon its recognition by the FLAGELLIN SENSITIVE 2 (FLS2) receptor (Gómez-Gómez and Boller, 2000; Zipfel et al., 2004). The FLS2 receptor in *Arabidopsis* recognizes bacterial flagella and induces the plant defense response (Zipfel et al., 2004; Schwessinger and Ronald, 2012). It has been suggested that the lack of flagella might enhance the endophytic colonization (Capdevila et al., 2004; Iniguez et al., 2005). In contrast, rice colonization by growth promoting *Azoarcus* BH72 requires bacterial flagella (Buschart et al., 2012). To determine whether the flagellin recognition by *Arabidopsis* plays a role in colonization by *Rhizobium* sp. IRBG74, 30 (3 repeats, each repeat contains 10 seedlings) *fls2-1* mutant seedlings (Gómez-Gómez and Boller, 2000) were inoculated and changes in root development were determined. Similar to the wild type, *Rhizobium* sp. IRBG74 inhibits the elongation of main roots of *fls2-1* mutant seedlings; however the inhibition efficacy is lower (Figures 3A–C). In addition, *Rhizobium* sp. IRBG74 showed a similar effect in terms of enhancing lateral root formation in wild-type and *fls2-1* seedlings (Figures 3A,B,D). Our results suggest that flagellin recognition is unlikely involved in the ability of *Rhizobium* sp. IRBG74 to colonize *Arabidopsis* roots.

**Figure 3:**
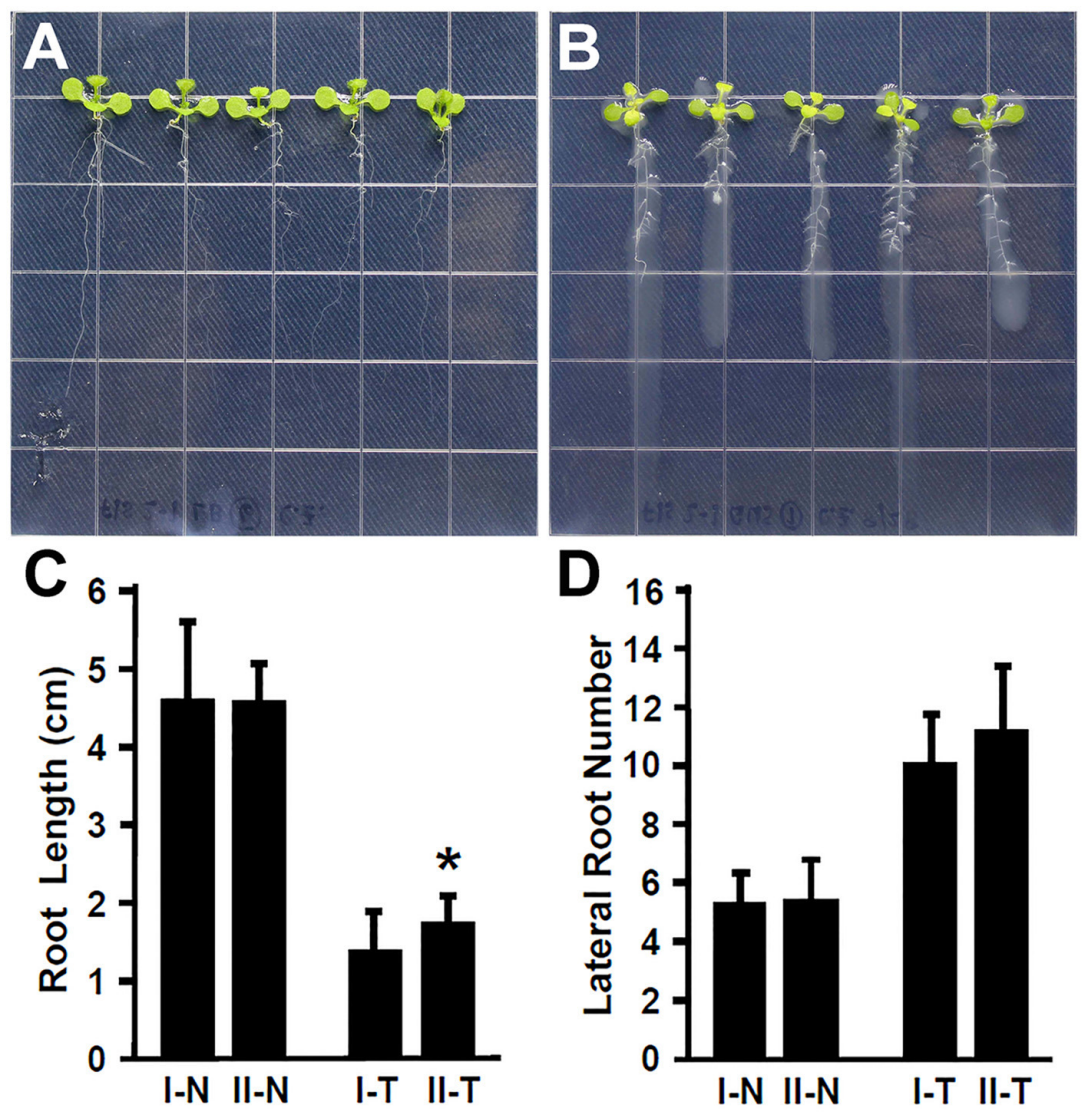
The enhancement of lateral root formation is not altered in *fls2-1* seedlings treated by *Rhizobium* sp. IRBG74. **(A,B)** *fls2-1* mutant 4-day seedlings without **(A)** and with **(B)** *Rhizobium* sp. IRBG74 treatment for 7 days. **(C)** Primary root length of Col-0 and *fls2-1* 4-day seedlings without and with *Rhizobium* sp. IRBG74 treatment for 7 days. **(D)** Lateral root numbers of Col-0 and *fls2-1* 4-day seedlings without and with *Rhizobium* sp. IRBG74 treatment for 7 days. I-N, Col-0 without *Rhizobium* sp. IRBG74 treatment; II-N, *fls2-1* without *Rhizobium* sp. IRBG74 treatment; I-T, Col-0 with *Rhizobium* sp. IRBG74 treatment; and II-T, *fls2-1* with *Rhizobium* sp. IRBG74 treatment. ^*^Indicates the difference is significant (*P* < 0.01).

### The *tir1-1* mutant is insensitive to the treatment with *Rhizobium* sp. IRBG74

Plant hormone auxin plays an important role in lateral root development (Fukaki et al., 2007; Gutierrez et al., 2009; Huang et al., 2016a). Our results showed that inoculation with *Rhizobium* sp. IRBG74 promoted the lateral root formation, suggesting that auxin is likely involved in the response of *Arabidopsis* to *Rhizobium* sp. IRBG74. To further explore this idea, the *Arabidopsis tir1-1* mutant which is defective in auxin perception (Gray et al., 2001; Dharmasiri et al., 2005; Kepinski and Leyser, 2005; Tan et al., 2007) was inoculated with *Rhizobium* sp. IRBG74 and its effect on root development was examined. In contrast to wild-type seedlings that showed a strong inhibition of main root elongation (Figure 2), the *tir1-1* mutant seedlings (30 total, 3 repeats) exhibited a significantly less reduction in main root growth (Figures 4A–C). The *tir1-1* mutant seedlings produced a less number of lateral roots than the wild type without *Rhizobium* sp. IRBG74 treatment; however, with the *Rhizobium* sp. IRBG74 treatment, the number of lateral roots in wild-type seedlings increased 98.19%, but the number of lateral roots in *tir1-1* seedlings increased 76.94% (Figures 4A,B,D). These results indicate that the *tir1-1* mutant is less sensitive than the wild type regarding the inhibition of main root elongation and promotion of lateral root formation. Auxin synthesized by plant beneficial bacteria is postulated to be a major mechanism by which these bacteria promote plant growth (Bloemberg and Lugtenberg, 2001; Lugtenberg and Kamilova, 2009). Our results suggest that *Rhizobium* sp. IRBG74 affects the main root growth and lateral root formation possibly by changing auxin signaling.

**Figure 4:**
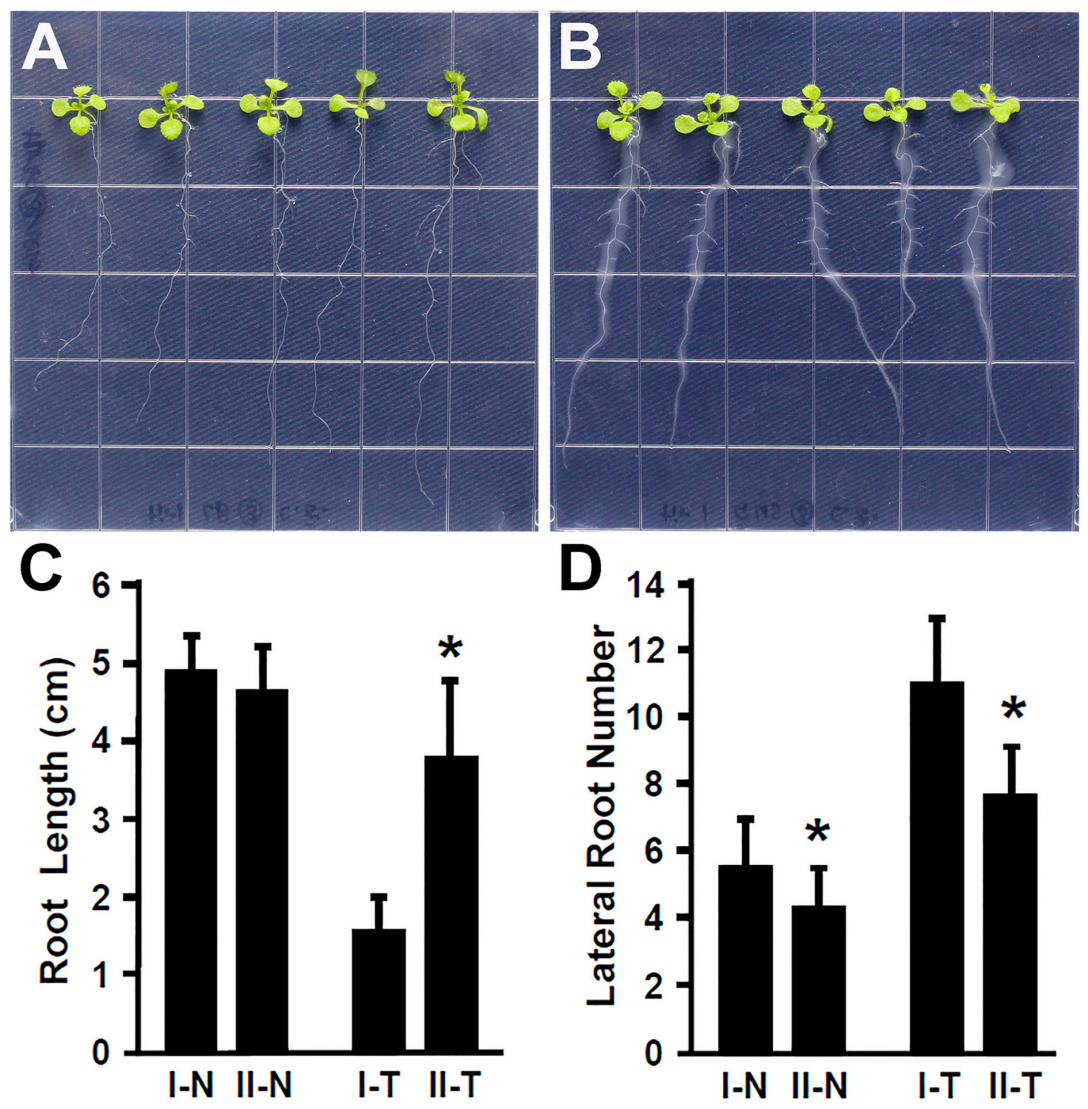
The *tir1-1* mutant is insensitive to *Rhizobium* sp. IRBG74 treatment. **(A,B)** *tir1-1* mutant 4-day seedlings without **(A)** and with **(B)** *Rhizobium* sp. IRBG74 treatment for 7 days. **(C)** Primary root length of Col-0 and *tir1-1* 4-day seedlings without and with *Rhizobium* sp. IRBG74 treatment for 7 days. **(D)** Lateral root numbers of Col-0 and *tir1-1* 4-day seedlings without and with *Rhizobium* sp. IRBG74 treatment for 7 days. I-N, Col-0 without *Rhizobium* sp. IRBG74 treatment; II-N, *tir1-1* without *Rhizobium* sp. IRBG74 treatment; I-T, Col-0 with *Rhizobium* sp. IRBG74 treatment; and II-T, *tir1-1* with *Rhizobium* sp. IRBG74 treatment. ^*^Indicates the difference is significant (*P* < 0.01).

### *Rhizobium* sp. IRBG74 leads to differential expression of genes involved in auxin signaling, cell wall and cell membrane integrity, and transport during root development

To examine the molecular mechanisms by which *Rhizobium* sp. IRBG74 affects root development, we performed RNA-seq analysis using *Arabidopsis* seedling treated by *Rhizobium* sp. IRBG74. Roots of 4-day seedlings that were un-inoculated and inoculated with *Rhizobium* sp. IRBG74 for 24 and 48 h were sampled. Each sample contained 100 roots. Three biological repeats were performed; therefore, totally 12 libraries were constructed and sequenced. 

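The 12 libraries formed 4 groups of 3 repeats, untreated and treated roots at 24 h and the same at 48 h, and the untreated roots had received plain LB. Reads were single-end and 100 bp long, with an average of 27.2 M per library as the methods state, and the depth of each library was not analysed here. Expression was given by Cuffdiff as FPKM, fragments per kilobase of transcript scaled to the number of mapped fragments. The authors' deposited table held 45695 significant results of Cuffdiff over all 6 pairs of the 4 groups, for 14623 gene identifiers, with 1 FPKM value per group and no value per library. Values per library were therefore taken from the paper's Supplementary Tables 1 and 2, which give FPKM of each repeat for the genes they list. From these, means and standard deviations (SD, n = 3) were computed, and treated and untreated roots were compared by limma on log2(FPKM + 0.1) with a mean-variance trend and Benjamini-Hochberg adjustment. Each fit covered the genes of 1 supplementary table only, and these had been selected on the same libraries, so its adjusted p-values are not independent evidence. The median coefficient of variation between repeats was 7.31% in untreated roots at 24 h, 4.45% in treated roots at 24 h, 4.65% in untreated roots at 48 h and 6.32% in treated roots at 48 h. Among genes with an estimated 100 reads or more, the chi-square per gene between pairs of repeats ranged from 2.59 to 45.2, above the value of about 1 that sampling of reads alone would give. The pairs of treated roots at 48 h gave 13.7, 28.8 and 45.2, and no pair of the other groups exceeded 6.27. Reads were estimated from the average of 27.2 M for every library.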

Analysis of transcriptome changes showed that 50 and 211 genes were differentially expressed at 24 and 48 h (Supplementary Tables 1, 2), respectively. Examination of these genes using Gene Ontology (GO) cellular component analysis demonstrated that proteins encoded by these genes may function in the extracellular region (13.884%), nucleus (10.896%), the plasma membrane (10.193%), and cell wall (6.854%, Supplementary Figure 2). In addition, GO molecular function analysis showed that the coding proteins have transferase (10.385%), hydrolase (8.462%), transporter (7.885%), protein binding (7.5%), kinase (5.769%), and transcription factor (5%) activities (Supplementary Figure 3). Moreover, GO biological process analysis further found that these genes are possibly involved in responses to biotic and abiotic stimulus/stress (19.423%), development (7.308%), transport (6.346%), signal transduction (5.577%), and gene transcription (4.712%, Supplementary Figure 4).

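In the authors' deposited table, 5918 genes differed significantly between treated and untreated roots at 24 h and 8790 at 48 h. Of these, 850 at 24 h (452 up and 398 down) and 2128 at 48 h (1295 up and 833 down) also changed by more than 2-fold. Without the fold threshold the balance at 48 h was the reverse, with 3463 up and 5327 down. With the threshold, the split at 48 h was 1164 up and 1020 down after quantile normalization of the groups. After rescaling of the groups by the median ratio it was 1475 up and 682 down. With 1 added to each FPKM before the ratio was taken, the alternative that moved the count at 24 h most apart from removing the fold threshold, 472 genes were above 2-fold at 24 h and 1490 at 48 h. All 50 genes of Supplementary Table 1 (37 up and 13 down) and all 211 of Supplementary Table 2 (161 up and 50 down) were among the genes past both thresholds, of which 800 at 24 h and 1917 at 48 h lay outside the table of that time. In the limma fits over the genes of the supplementary tables, 49 of 50 at 24 h (36 up and 13 down) and 209 of 211 at 48 h (160 up and 49 down) had an adjusted p under 0.05 and a change above 2-fold. With a pseudocount of 1, these counts were 46 and 204. Every treated library lay on the same side of every untreated library for 50 of 50 and 211 of 211 genes, where 10% would do so by chance among genes not selected beforehand.
Among the genes of Supplementary Table 1, the largest rises at 24 h in limma were those of GH3.3, NIA1, IAA5, AT5G38200 and YDK1. They ran from 3.72 to 4.83 on the log2 scale. GH3.3 (AT2G23170) had an FPKM of 4.59 ± 0.220 (SD, n = 3) in untreated and 133.2 ± 4.13 (SD, n = 3) in treated roots, a log2 fold change of 4.83 (standard error 0.0798, adjusted p = 7.44e-28 in limma). NIA1 (AT1G77760), a nitrate reductase gene, rose from 5.92 ± 0.246 to 157.8 ± 2.34 FPKM (SD, n = 3 each). The largest falls among these genes were those of CYP71A12, ATEXPA17, ATCHX17, ATGSTF7 and AT5G46890, between -3.09 and -2.73. Larger changes at 24 h lay outside Supplementary Table 1. Chosen after their values were seen, AT1G26390 had a log2 fold change of -6.79, AT1G26380 of -4.97 and ETO3 of 7.96 in the authors' deposited table. Among the genes of Supplementary Table 2, PR-1-LIKE (AT2G19990), AT2G19970, IAA5, GH3.3 and CYP71A12 rose most at 48 h, by 6.50 to 7.29. The expression of PR-1-LIKE was 4.35 ± 1.02 FPKM in untreated and 685.7 ± 37.4 in treated roots (SD, n = 3 each). Outside that table, and chosen after their values were seen, AT2G43860 had 7.68 and AT5G46890 had -4.79 at 48 h in the authors' deposited table. The largest falls at 48 h within it, between -4.05 and -3.12, were those of ATTIP2;3, AT4G12520, ATAGP30, AT1G05660 and ATXTH17 of Supplementary Table 2. ATTIP2;3 (AT5G47450) fell from 354.1 ± 13.9 to 21.2 ± 0.612 FPKM (SD, n = 3 each).

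**Figure D1:**
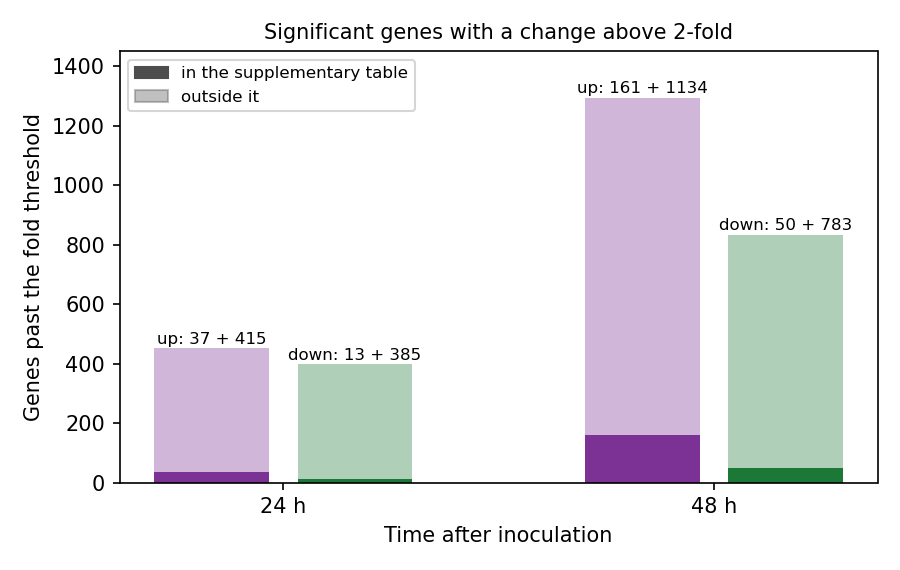
Number of genes that were significant in the authors' deposited table and changed above 2-fold between treated and untreated roots, by time after inoculation and direction (purple, up; green, down). Dark bars count genes of the supplementary table of that time and pale bars the other genes, which number 800 at 24 h and 1917 at 48 h.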

We then generated enriched GO gene-sets using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang et al., 2007, 2009, 2016d; Merico et al., 2011). The enrichment map contains 106 significantly enriched gene-sets (Figure 5). Enriched gene-sets from the 24-h treatment (indicated by the node center) were connected by green lines, while gene-sets from the 48-h treatment (indicated by the node border) are linked by light blue lines.

**Figure 5:**
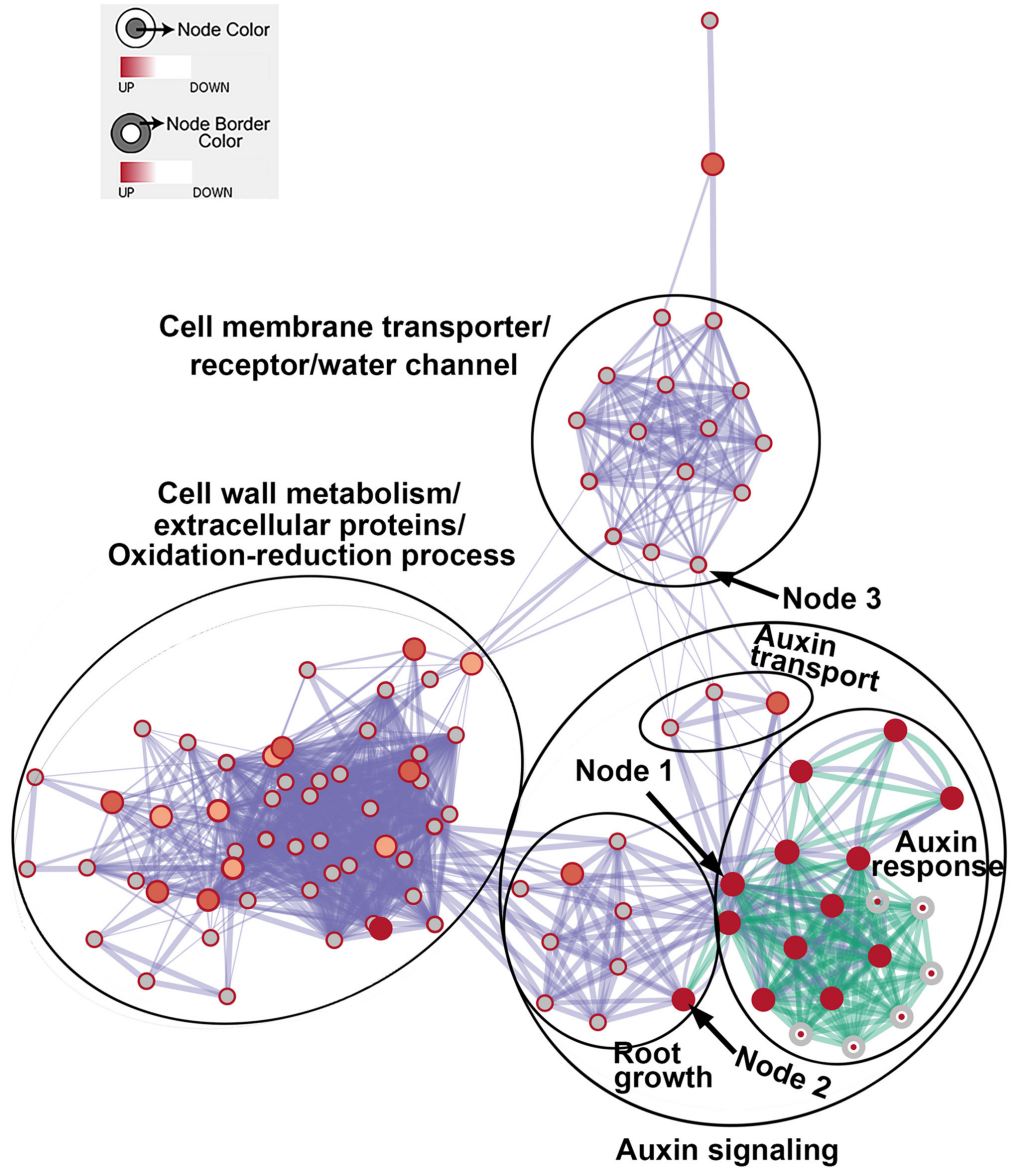
The enrichment map showing differentially expressed gene-sets in roots treated by *Rhizobium* sp. IRBG74 for 24 and 48 h. The map displays enriched gene-sets in untreated and treated roots at 24 and 48 h. The node center represents gene-sets at 24 h, whereas the node border represents gene-sets at 48 h. Gene-sets at 24 h are connected by green lines, while gene-sets at 48 h are linked by light blue lines. The node size represents the gene-set size and line thickness indicates the degree of overlap between two gene-sets. Clusters of gene-sets were manually circled and labeled to demonstrate biological and molecular functions. Node 1 represents auxin response genes, node 2 contains genes with functions in root growth, and node 3 represents cell membrane transporter/receptor/water channel genes.

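Families of cell wall and extracellular proteins and of water channels were counted by gene name in the authors' deposited table, and these families were chosen after its values were seen. Of 46 peroxidase genes matched by name, 3 rose and 3 fell by more than 2-fold at 24 h, and 17 rose and 7 fell at 48 h. After rescaling of the groups by the median ratio, the count at 24 h was 3 up and 4 down. Of 31 arabinogalactan protein genes, 0 rose and 6 fell at 24 h, and 1 rose and 10 fell at 48 h. Expansin A genes gave 5 up and 2 down at 24 h, and 5 up and 0 down at 48 h. Xyloglucan endotransglucosylase/hydrolase genes gave 6 up and 2 down at 24 h, and 4 up and 4 down at 48 h. Together these 4 families made up 27 of the 850 genes past both thresholds at 24 h, or 3.18%, against 0.718% of all identifiers in the authors' deposited table (odds ratio 5.76, two-sided Fisher's exact test, p = 3.30e-11). At 48 h they made up 48 genes (odds ratio 5.04, two-sided Fisher's exact test, p = 1.69e-14). Of 13 PIP aquaporin genes, 2 rose and 5 fell at 24 h, and 1 rose and 10 fell at 48 h. Quantile normalization of the groups gave 1 up and 8 down at 24 h for the PIP genes, and rescaling gave 2 up and 9 down at 48 h.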

In the enrichment map, three distinct groups represent auxin signaling, cell wall metabolism/extracellular protein/ oxidation-reduction process, and cell membrane reporter/transporter/water channel (Figure 5). The mainly overlapped gene-sets between genes expressed at 24 and 48 h are clustered into the subgroup of auxin signaling. 

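Between the times, 3719 genes were significant at both in the authors' deposited table, and 488 of these changed above 2-fold at both. In 432 of the 488 the direction was the same (268 up and 164 down), or 88.5%. In the other 56 it was opposite, with 50 down at 24 h and up at 48 h. Without the fold threshold both balances turned, with 1253 up and 1580 down among genes of the same direction, and with 580 up at 24 h and down at 48 h against 306 down and then up. With a pseudocount of 1 in the ratios, 259 genes had the same and 30 the opposite direction. Of the 488 genes, 20 were matched by name to the auxin families (Aux/IAA, GH3, SAUR, ARF, PIN and AUX/LAX), and 20 of these 20 rose at both times. Supplementary Tables 1 and 2 shared 37 genes, of which 34 moved in the same direction. The difference between the change at 48 h and that at 24 h was tested in these 37 genes by a limma interaction term over all 12 libraries. It passed an adjusted p of 0.05 and a difference above 2-fold in 15 genes (13 with a positive and 2 with a negative difference). IAA5 was among them, with a difference of 2.69 on the log2 scale (standard error 0.208, adjusted p = 6.10e-10 in limma). For IAA11 no difference was detectable (0.007 on the log2 scale, standard error 0.128, adjusted p = 0.957 in limma).

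**Figure D2:**
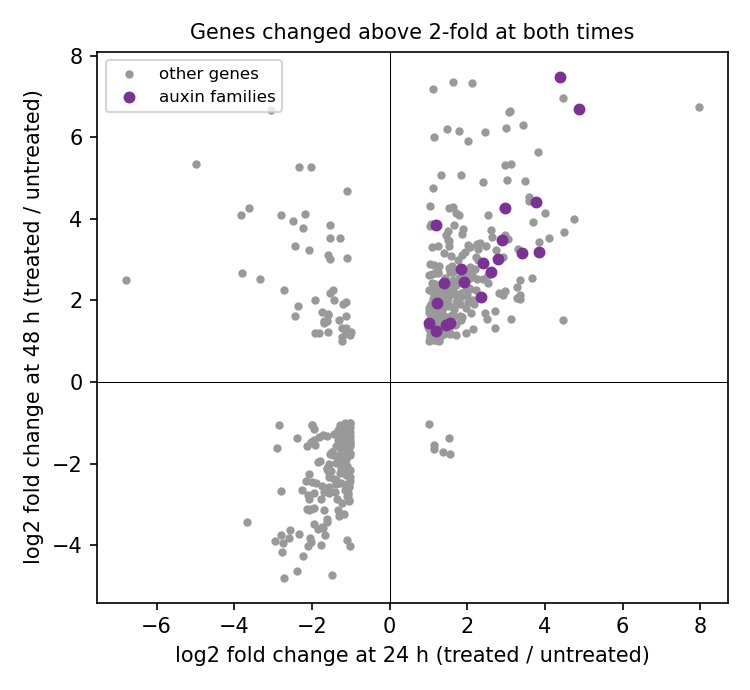
Log2 fold change (treated over untreated roots, from the group FPKM of the authors' deposited table) at 24 h on the x axis and at 48 h on the y axis, for 483 genes that were significant and changed above 2-fold at both times and had no group at 0 FPKM. Each point is a gene, and the genes matched by name to the auxin families, in purple, all lie in the upper right quadrant.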

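The Aux/IAA genes that the heatmap names had every treated library above every untreated one wherever a supplementary table lists them, which is 10 genes at 24 h and 7 at 48 h. IAA1 (AT4G14560), on chromosome 4 from 8361058 to 8361986 in the authors' deposited table, had an FPKM of 9.49 ± 1.43 (SD, n = 3) in untreated and 57.3 ± 5.02 (SD, n = 3) in treated roots at 24 h. Its log2 fold change was 2.59 at 24 h (standard error 0.0973, adjusted p = 7.48e-20 in limma) and 2.88 at 48 h (standard error 0.0730, adjusted p = 1.23e-11). IAA5 (AT1G15580) rose from 0.732 ± 0.194 to 14.8 ± 1.26 FPKM at 24 h (SD, n = 3 each). At 48 h its FPKM was 0.466 ± 0.000717 in untreated roots, where repeats 2 and 3 had the same value, and 66.7 ± 1.61 in treated roots (SD, n = 3 each). IAA3/SHY2 (AT1G04240) rose by 1.45 at 24 h and 1.79 at 48 h on the log2 scale (standard errors 0.0917 and 0.0658). IAA19 (AT3G15540) rose by 1.80 and 2.92, and IAA30 (AT3G62100) by 1.80 and 2.76. IAA6 rose by 2.60 at 24 h, from an FPKM of 0.258 ± 0.135 (SD, n = 3), so that its fold change depends on the pseudocount. IAA2 had a log2 fold change of 1.54 at 24 h in limma and, in the authors' deposited table, of 1.00 at 48 h, just under the fold threshold. GH3.6 (AT5G54510) rose from 29.7 ± 1.00 to 218.1 ± 2.32 FPKM at 24 h and from 21.6 ± 0.980 to 256.3 ± 20.3 FPKM at 48 h (SD, n = 3 each). PID (AT2G34650) rose by 1.60 at 24 h and 2.32 at 48 h on the log2 scale. ARF20 was at 0.181 ± 0.0525 FPKM in untreated and 0.557 ± 0.0366 in treated roots at 24 h (SD, n = 3 each), and the authors' deposited table lists no difference for it at 48 h.

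**Figure D3:**
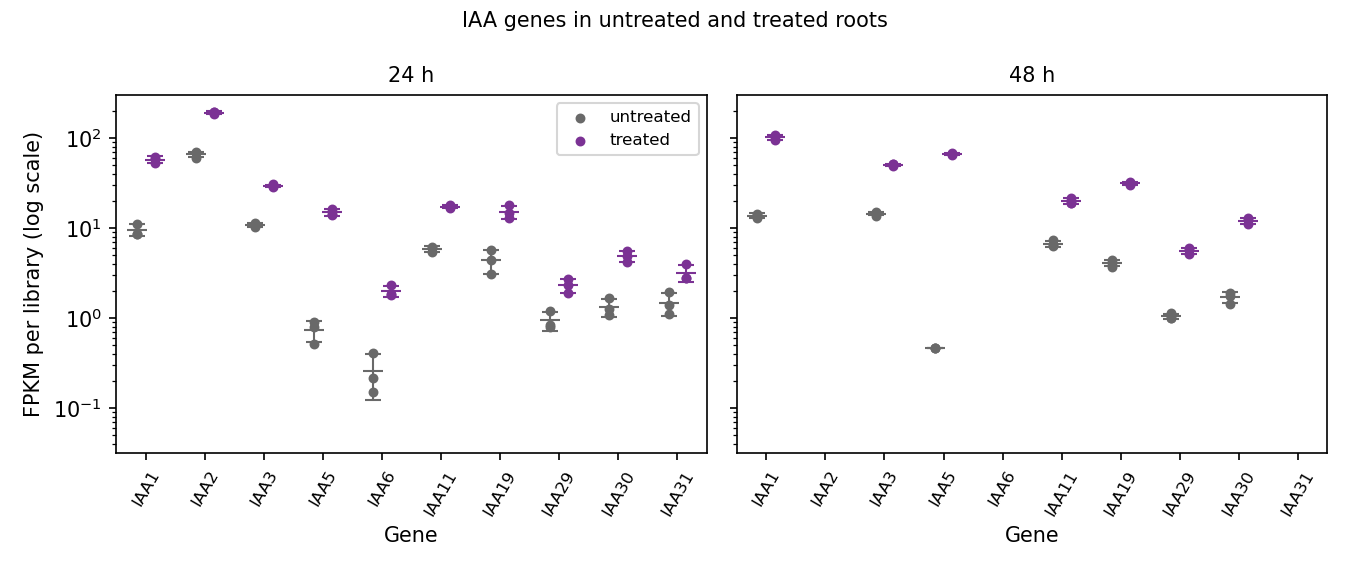
FPKM per library (log axis) of IAA genes in untreated (grey) and treated (purple) roots at 24 h and 48 h, from the paper's supplementary tables. Points are the 3 repeats, horizontal bars their mean and error bars the SD; a gene without points at a time is not in the table of that time, and IAA5 at 48 h sits near 0.466 FPKM in untreated and 66.7 in treated roots.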

The heatmap generated from the node 1 showed 40 auxin response genes, such as *IAA* (*IAA1, IAA2, IAA3*/*SHY2, IAA5, IAA6, IAA11, IAA19, IAA29, IAA30*, and *IAA31*), *SAUR* (*SAUR66* and *SAUR68*), *ARF* (*ARF19* and *ARF20*), *PIN* (*PIN5* and *PIN7*), *PID*, and *GH3.6* genes (Figure 6 and Supplementary Table 3). More auxin signaling genes were expressed at 48 h, including auxin transport genes.

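In the authors' deposited table, 18 of the 40 genes of node 1 changed above 2-fold at 24 h (17 up and 1 down) and 35 at 48 h (32 up and 3 down). Without the fold threshold, 28 were significant at 24 h, and none of the 10 that Supplementary Table 1 leaves out passed 2-fold. At both times, 13 genes changed above 2-fold, and 13 of 13 moved in the same direction. The difference between times was not tested for genes outside the 37 shared by Supplementary Tables 1 and 2. For the auxin efflux carrier PIN7 (AT1G23080), FPKM at 48 h was 13.7 ± 0.681 in untreated and 43.8 ± 2.67 in treated roots (SD, n = 3 each), a log2 fold change of 1.67 in limma (standard error 0.0731, adjusted p = 8.11e-10). At 24 h the authors' deposited table gave PIN7 a log2 fold change of 0.26. PIN5 (AT5G16530) fell at 48 h, from 4.02 ± 0.355 to 1.30 ± 0.0410 FPKM (SD, n = 3 each). Its FPKM in untreated roots was 0.919 at 24 h and 3.91 at 48 h in the authors' deposited table. The influx carrier gene LAX3 (AT1G77690) rose at 48 h from 61.1 ± 1.03 to 219.4 ± 15.6 FPKM (SD, n = 3 each).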

**Figure 6:**
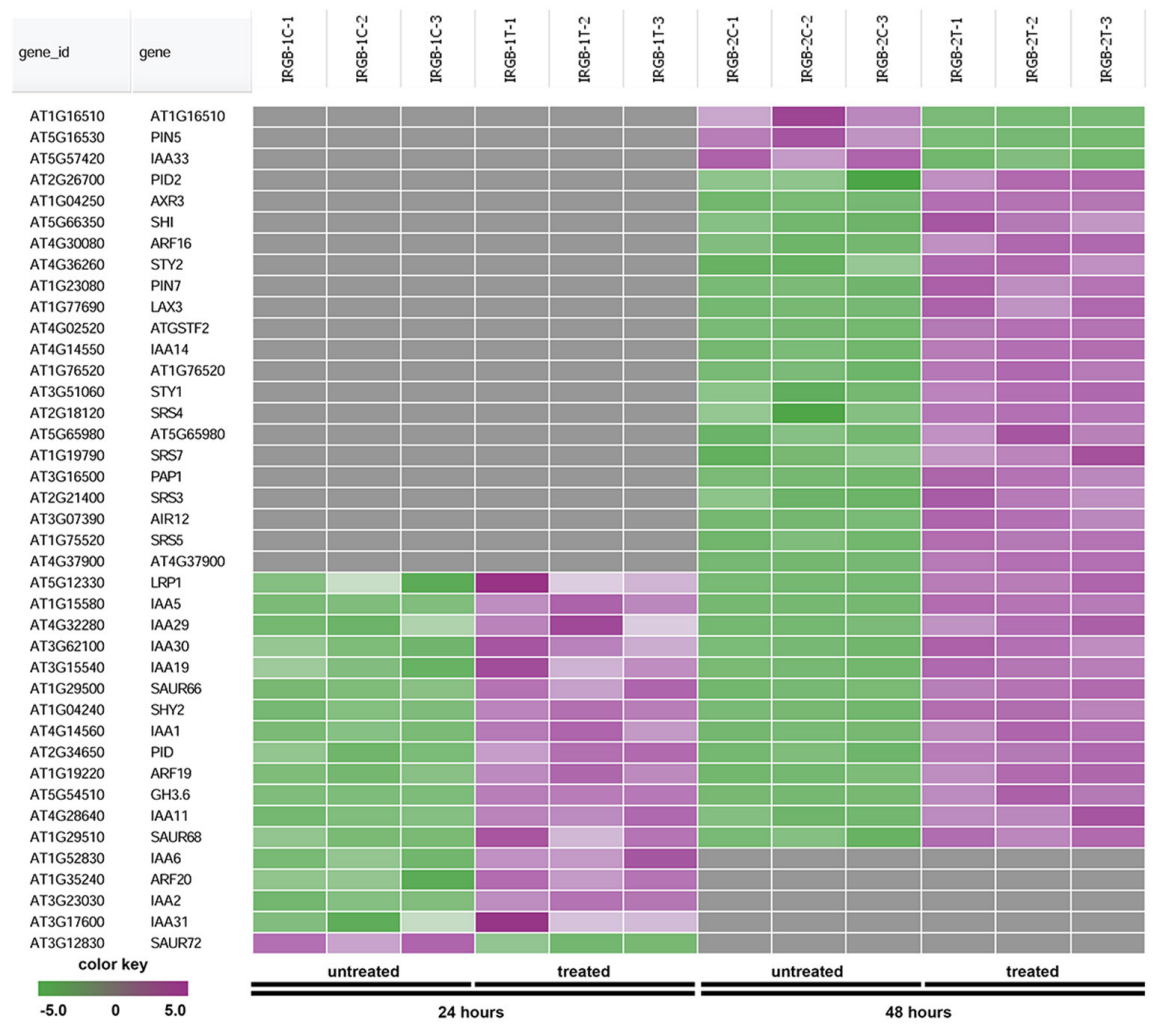
Heatmap showing expression changes of representative genes related to auxin signaling. The auxin signaling subgroup in the node 1 gene-set showing in Figure 5 contains a total of 40 genes. Green color: down-regulated; Purple color: up-regulated; and Gray color: no significant expression change.

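Of the 18 genes of node 2, 7 changed above 2-fold at 24 h (6 up and 1 down) and 17 at 48 h (15 up and 2 down) in the authors' deposited table. With a mean FPKM of at least 1 required over the groups, the count at 48 h was 11. SHORT INTERNODES (SHI, AT5G66350) rose at 48 h from 0.745 ± 0.0704 to 2.02 ± 0.168 FPKM (SD, n = 3 each), with a log2 fold change of 1.33 in limma (standard error 0.109, adjusted p = 2.89e-07). SRS5 (AT1G75520) rose from 2.27 ± 0.448 to 16.6 ± 0.232 FPKM (SD, n = 3 each), with a log2 fold change of 2.83. SRS7, SRS4 and SRS3 rose by 2.06, 1.89 and 2.35 on the log2 scale, and STY1 and STY2 by 1.63 and 1.60. The untreated roots had under 1 FPKM of each of SHI, SRS3, SRS4, SRS7, STY1 and STY2 at 48 h, where the fitted fold change depends on the pseudocount. LRP1 (AT5G12330) rose at 48 h from 2.53 ± 0.116 to 17.5 ± 0.740 FPKM (SD, n = 3 each). SAUR68 (AT1G29510) rose by 2.25 at 24 h and 2.28 at 48 h on the log2 scale (standard errors 0.232 and 0.156), also from under 1 FPKM in untreated roots.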

The heatmap generated from the node 2 found *SHORT INTERNODES* (*SHI*), *SHI-RELATED SEQUENCE* (*SRS/STY*), *PINOID* (*PID*), and *SMALL AUXIN UPREGULATED RNA* (*SAUR*) (Figure 7 and Supplementary Table 4). Genes in the node 2 function in root growth (Figure 7).

**Figure 7:**
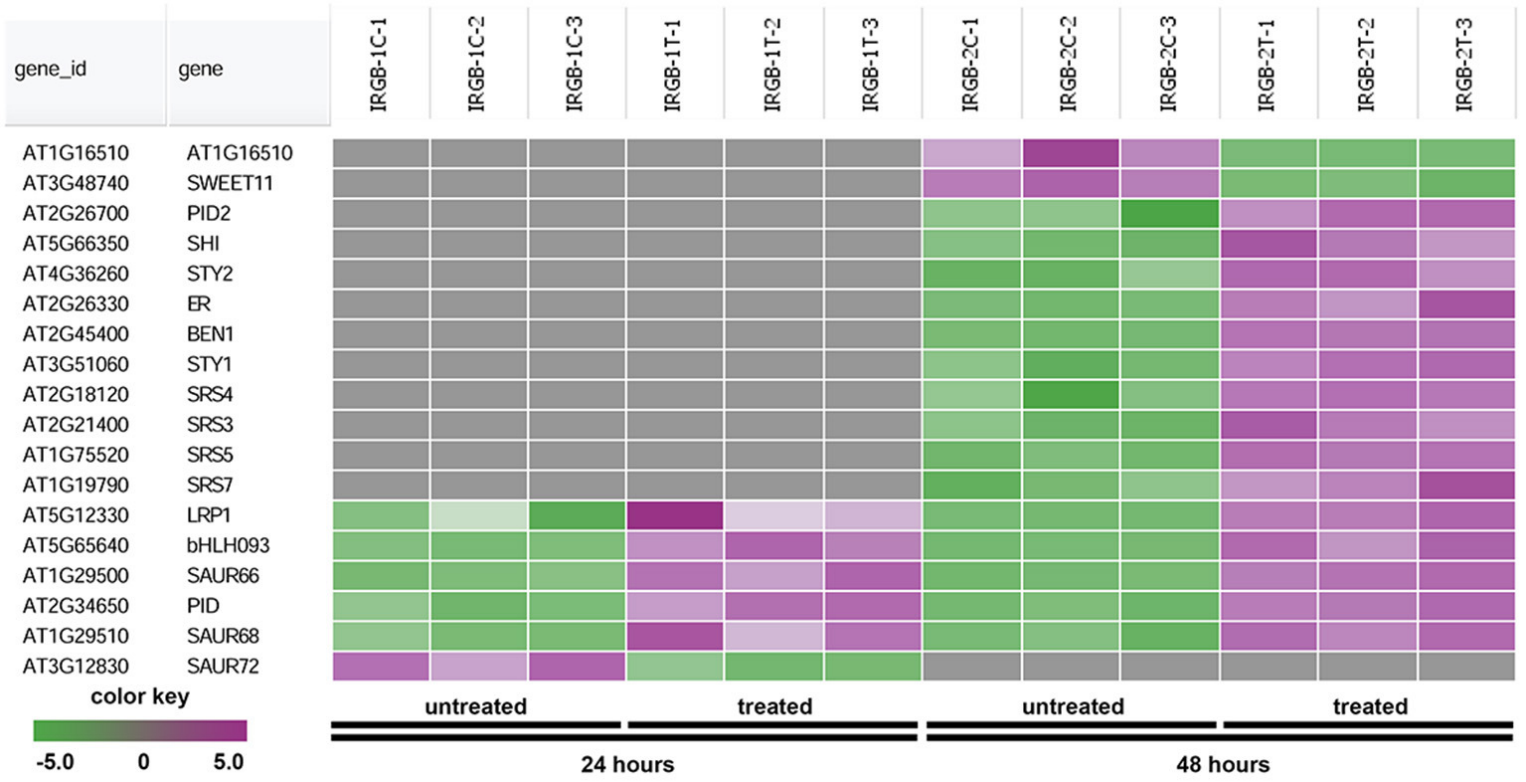
Heatmap showing expression changes of representative genes regulating root growth. The root growth subgroup in the node 2 gene-set showing in Figure 5 consists of a total of 18 genes. Green color, down-regulated; Purple color, up-regulated; and Gray color, no significant expression change.

The node 3 represents the cell membrane transporter/receptor/water channel group which connects to the auxin transport subgroup (Figure 5). The node 3 contains genes encoding receptor kinases (PERK4, BRL3, FLS2, and ER), auxin transporters (PIN5, PIN7, and LAX3), ion transporters/water channels (ATFRO5, PIP1D, RD28, PIP2F, and PIP1A), proton transporters (PPI2 and HA3), sucrose transporters (SWEET11) (Figure 8 and Supplementary Table 5). Those proteins, which are involved in signal transduction, cell wall metabolism and oxidation-reduction process, mostly function in the plasma membrane, cell wall or the extracellular region. In this group, genes were mainly induced at 48 h. 

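Among the receptor kinases, FLS2 (AT5G46330) rose at 48 h from 0.187 ± 0.00823 to 4.71 ± 0.172 FPKM (SD, n = 3 each), a log2 fold change of 4.07 (standard error 0.0965, adjusted p = 7.52e-12 in limma). With a pseudocount of 1 this was 2.27 in limma, as the fold change depends on the pseudocount. PERK4 rose by 3.64 on the log2 scale from an FPKM of 0.0318 ± 0.00654 (SD, n = 3), so that its fold change depends on the pseudocount. BRL3 rose by 2.46. ER rose by 1.64 from 0.723 ± 0.0391 FPKM (SD, n = 3), and by 1.01 in limma with a pseudocount of 1; with that pseudocount the group FPKM of the authors' deposited table gave ER 0.89, under 2-fold. Of the water channel genes, PIP2F (AT5G60660) fell from 139.4 ± 3.83 to 17.4 ± 0.291 FPKM at 48 h (SD, n = 3 each). RD28 (AT2G37180) had a log2 fold change of -2.14 (standard error 0.0665, adjusted p = 4.91e-11 in limma), PIP1D of -2.16, PIP1A of -2.34 and the iron reductase gene ATFRO5 of -2.57. Of the genes that the paper groups under proton transporters, PPI2 rose by 3.79 and HA3 by 1.83. SWEET11 (AT3G48740) fell from 44.7 ± 1.99 to 11.7 ± 1.31 FPKM (SD, n = 3 each). At 24 h, the authors' deposited table listed ATFRO5, RD28, PIP2F and PIP1A with log2 fold changes of -1.06, -1.61, -1.05 and -1.25, and PPI2 with 1.07, and none of these is in Supplementary Table 1.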

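At 48 h, 28 of the 28 genes of node 3 were significant and changed above 2-fold in the authors' deposited table, 16 of them up and 12 down. At 24 h, 11 passed the same thresholds (4 up and 7 down), and the 11 moved in the same direction at 48 h. Only 3 of these 11 are in Supplementary Table 1, and the other 8 are listed at 24 h in the authors' deposited table alone. The split into 16 up and 12 down at 48 h was the same after rescaling by the median ratio and after quantile normalization of the groups. With a pseudocount of 1 it was 15 up and 12 down, over 27 genes.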

Our RNA-seq results suggest that expression of genes mainly involved in auxin signaling is altered in response to colonization by *Rhizobium* sp. IRBG74.

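To compare auxin signaling with all genes listed, 157 genes were matched by name to the Aux/IAA, GH3, SAUR, ARF, PIN and AUX/LAX families, a list fixed before the deposited values were seen, and 93 of them appear in the authors' deposited table. The median log2 fold change of its members was 0.40 at 24 h and 0.60 at 48 h, above all 10000 random lists matched for FPKM at either time. The median of all genes with values in both groups was 0.00 at 24 h and -0.16 at 48 h. Rescaling by the median ratio moved the list at 48 h most, to 0.73. At 24 h the median of the list was lowest with quantile normalization, at 0.36. In the authors' deposited table, 26 of the 93 passed both thresholds at 24 h (25 up and 1 down) and 35 at 48 h (29 up and 6 down). They formed 3.06% of the genes past the thresholds at 24 h against 0.636% of the identifiers in the table (odds ratio 6.45, two-sided Fisher's exact test, p = 9.69e-12). At 48 h the share was 1.64% (odds ratio 3.59, two-sided Fisher's exact test, p = 3.17e-08). The paper had reported genes of these families as changed on the same libraries. Supplementary Table 1 holds 19 members of the list and Supplementary Table 2 holds 24. The list was not tested without them, so its medians and shares are not independent evidence. The match by name also took in 3 genes whose annotated product is an ADP-ribosylation factor or an ARM repeat protein. They are kept in the values given here, and no other product was looked for. A family name alone does not show that a gene acts in auxin signaling. Between untreated roots of 48 h and 24 h the median of the list was 0.19, higher than 74.8% of the random lists. Past both thresholds, 10 Aux/IAA genes rose and 0 fell at 24 h, and 10 rose and 1 fell at 48 h. By the same thresholds 5 GH3 genes rose at 24 h and 7 at 48 h, and 0 fell at either time. The largest of the rises at 48 h was that of PBS3, with a log2 fold change of 7.19 from 0.0777 FPKM in untreated roots. PBS3 is counted here by its family name only. GH3.17 fell significantly at 24 h but by less than 2-fold (log2 fold change of -0.39). Of the SAUR genes, 7 rose and 1 fell at 24 h, and 7 rose and 4 fell at 48 h, but of all SAUR genes listed as significant at 48 h in the authors' deposited table, 10 rose and 14 fell. From its RNA-seq results, the paper proposes that colonization alters the expression of genes mainly involved in auxin signaling.

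**Figure D4:**
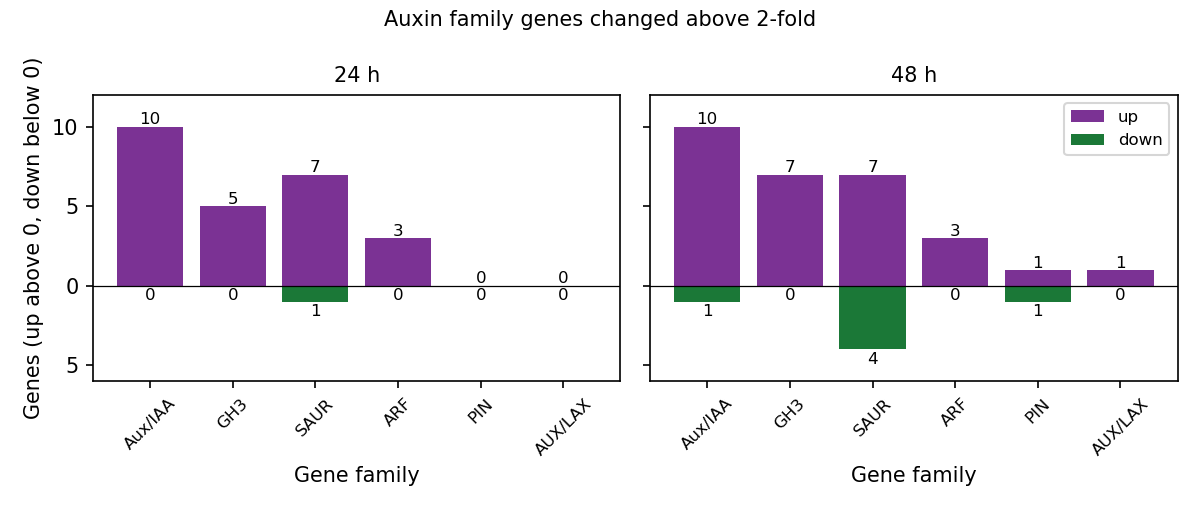
Number of genes matched by name to each auxin family that were significant in the authors' deposited table and changed above 2-fold between treated and untreated roots, at 24 h and 48 h. Bars above 0 count genes that rose and bars below 0 genes that fell. The Aux/IAA family had 10 rising genes at each time.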

**Figure 8:**
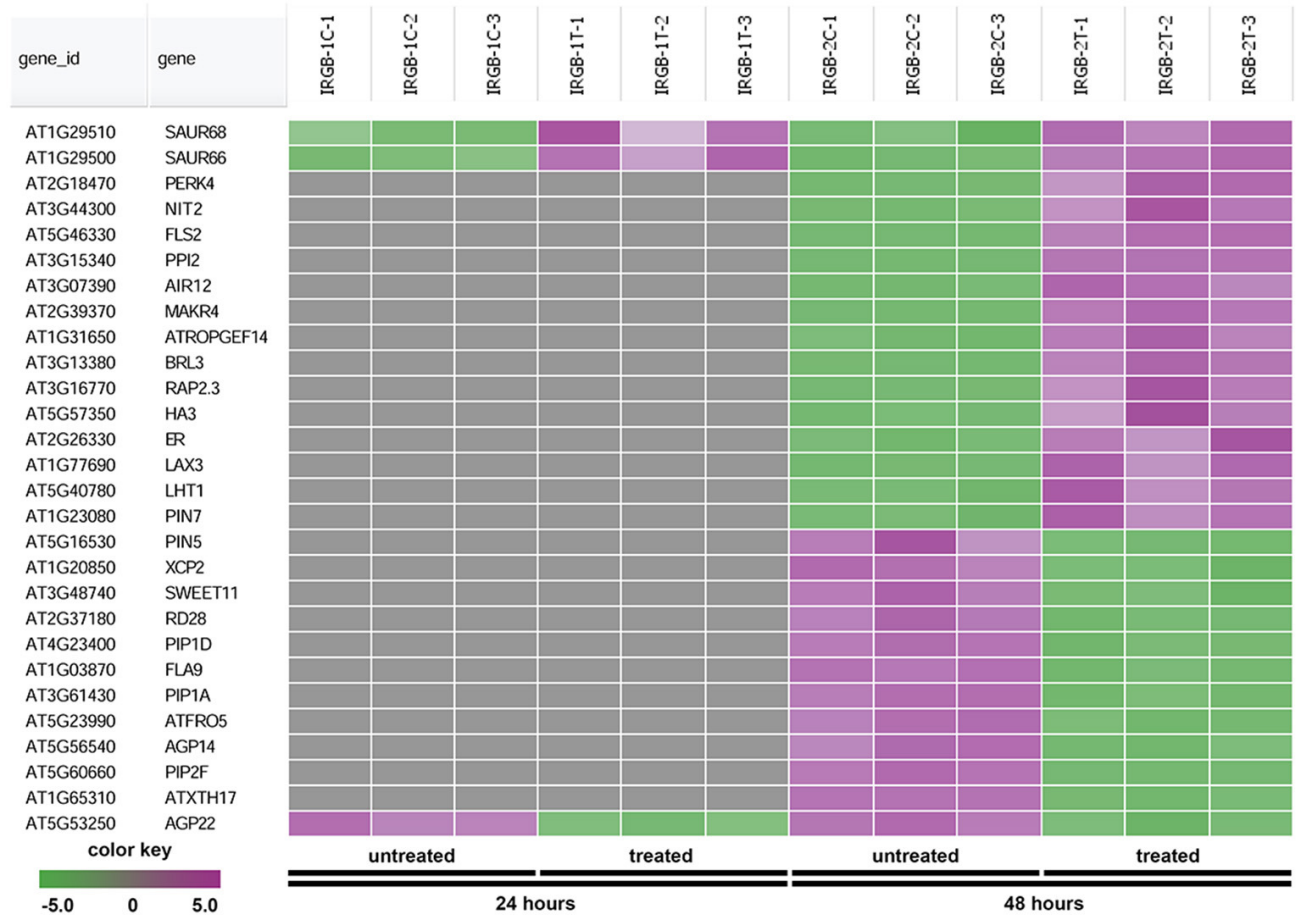
Heatmap showing expression changes of representative genes involved in cell membrane activities. The cell membrane transporter/receptor/water channel subgroup in the node 3 gene-set showing in Figure 5 has a total of 28 genes. Green color, down-regulated; Purple color, up-regulated; and Gray color, no significant expression change.

### Expression of *DR5:GUS* is induced by *Rhizobium* sp. IRBG74 treatment

The root growth phenotype and transcriptome analysis suggest that *Rhizobium* sp. IRBG74 inoculation leads to altered auxin response in *Arabidopsis* roots. To further determine the changes in auxin response, *Arabidopsis* seedlings carrying the auxin response reporter *DR5:GUS* (Ulmasov et al., 1997; Liu et al., 2010) were inoculated with *Rhizobium* sp. IRBG74 and GUS activities were then assayed. After *DR5:GUS* seedlings (30 total, 3 repeats) growing for 24 (Figure 9A), 48 (Figure 9B), 72 (Figure 9C), and 120 (Figure 9D) hours, GUS signals were mainly observed in tips of main and lateral roots without *Rhizobium* sp. IRBG74 treatment; however, enhanced GUS signals were found along main and lateral roots when inoculated with *Rhizobium* sp. IRBG74. Quantitative analysis further showed that GUS activities were significantly increased in roots of *DR5:GUS* seedlings treated by *Rhizobium* sp. IRBG74 for 24, 48, and 72 h (Figure 9E). GUS expression changes were not observed in leaves after *Rhizobium* sp. IRBG74 treatments. Our results support that *Rhizobium* sp. IRBG74 enhances auxin response in *Arabidopsis* roots.

**Figure 9:**
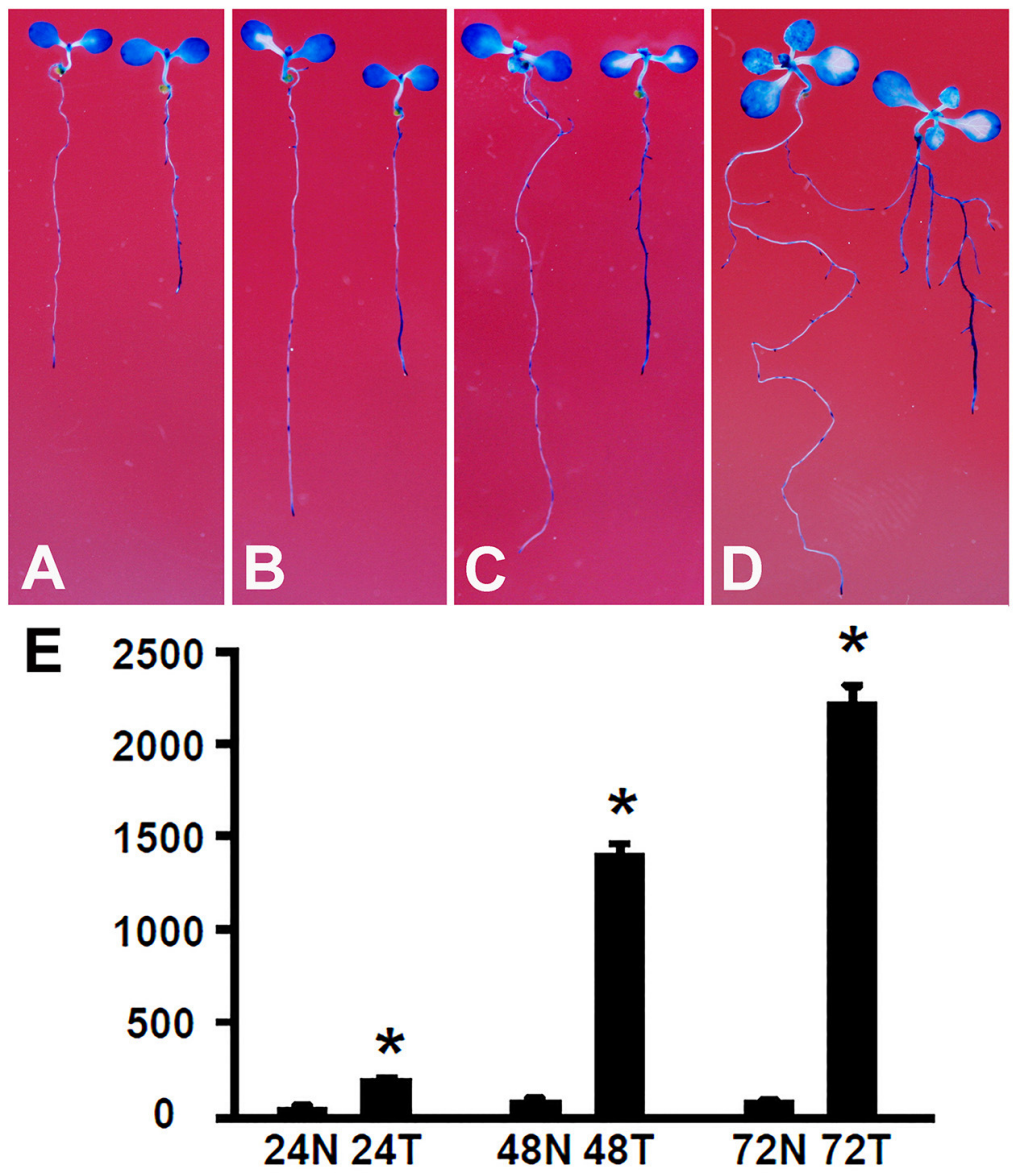
*Rhizobium* sp. IRBG74 affects the *DR5:GUS* expression. **(A–D)** GUS staining showing *DR5:GUS* 4-day seedlings without (left) and with (right) *Rhizobium* sp. IRBG74 treatment for 24 **(A)**, 48 **(B)**, 72 **(C)**, and 120 **(D)** h. **(E)** GUS activity [nM 4-methylumbelliferone (4-MU)/min/mg] quantification of *DR5:GUS* 4-day seedlings without and with *Rhizobium* sp. IRBG74 treatment for 24, 48, and 72 h. 24N: 24 h non-treated, 24T, 24 h treated; 48N, 48 h non-treated; 48T, 48 h treated; 72N, 72 h non-treated, and 72T, 72 h treated. ^*^Indicates the difference is significant (*P* < 0.01).

In conclusion, our study shows that the legume nodulating rhizobia *Rhizobium* sp. IRBG74 can colonize roots of the non-legume model plant *Arabidopsis. Rhizobium* sp. IRBG74 enhances lateral root formation but inhibits growth of the main root. Analyses using the auxin perception deficient mutant, auxin response reporter, and RNA-seq suggest that *Rhizobium* sp. IRBG74 affects the main root growth and lateral root formation by altering auxin signaling. Earlier studies have shown that *Rhizobium* sp. IRBG74 synthesizes IAA when supplemented with tryptophan (Biswas et al., 2000a) and its genome (Crook et al., 2013) contains genes that are putatively involved in IAA synthesis. The requirement of supplemented tryptophan for IAA synthesis is a common feature of many plant beneficial bacteria (Idris et al., 2007), including the legume-nodulating rhizobia (Camerini et al., 2008). The biosynthesis of IAA by these bacteria is affected by root exudates (Bais et al., 2006). It has recently been shown that inoculation of cucumber with *Bacillus amyloliquefaciens* results in enhanced secretion of tryptophan by cucumber roots which increases the IAA production by *B. amyloliquefaciens* and thus enhanced plant growth (Liu et al., 2016). In our experiments, the lateral root formation of seedlings which were grown in the basal MS salt media without tryptophan was promoted by *Rhizobium* sp. IRBG74, suggesting that, similar to the cucumber *B. amyloliquefaciens* system, *Rhizobium* sp. IRBG74 likely utilizes tryptophan secreted from *Arabidopsis* roots to synthesize IAA. Further studies are underway to determine whether the observed affects are due to IAA synthesis by *Rhizobium* sp. IRBG74 or due to alteration in plant synthesized IAA upon inoculation with *Rhizobium* sp. IRBG74.

## Author contributions

CZ, DZ, and GP conceived and designed the experiments. DZ and GP supervised the experiments. CZ and JH performed most of the experiments. All authors analyzed data. All authors contributed to writing the article.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Rhizobium sp. IRBG74 Alters Arabidopsis Root Development by Affecting Auxin Signaling
**Source:** Front Microbiol. 2018 Jan 4;8:2556. doi: 10.3389/fmicb.2017.02556
**Supplement:** Supplementary file 6

## Slide 1
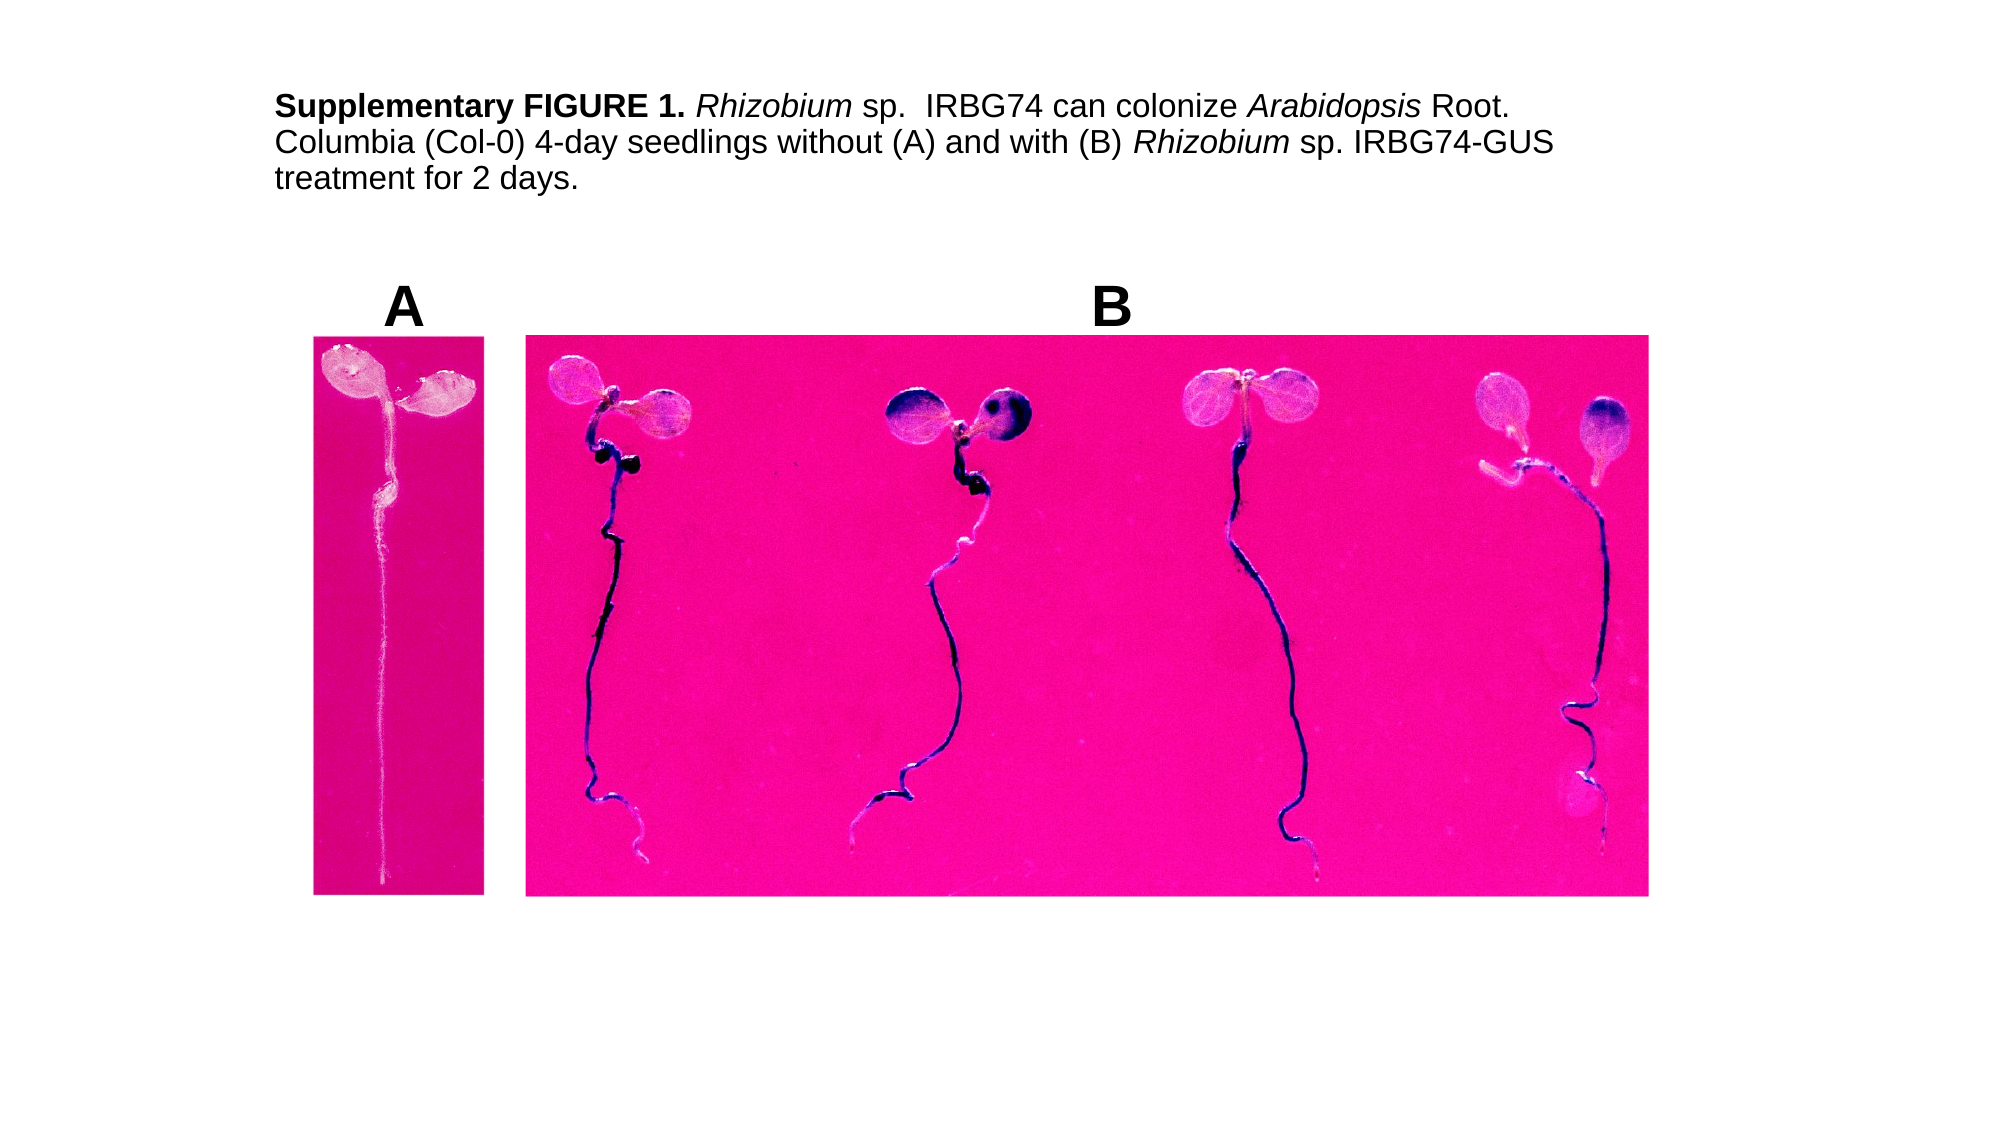

# Supplementary FIGURE 1. Rhizobium sp. IRBG74 can colonize Arabidopsis Root.Columbia (Col-0) 4-day seedlings without (A) and with (B) Rhizobium sp. IRBG74-GUS treatment for 2 days.
A
B

## Slide 2
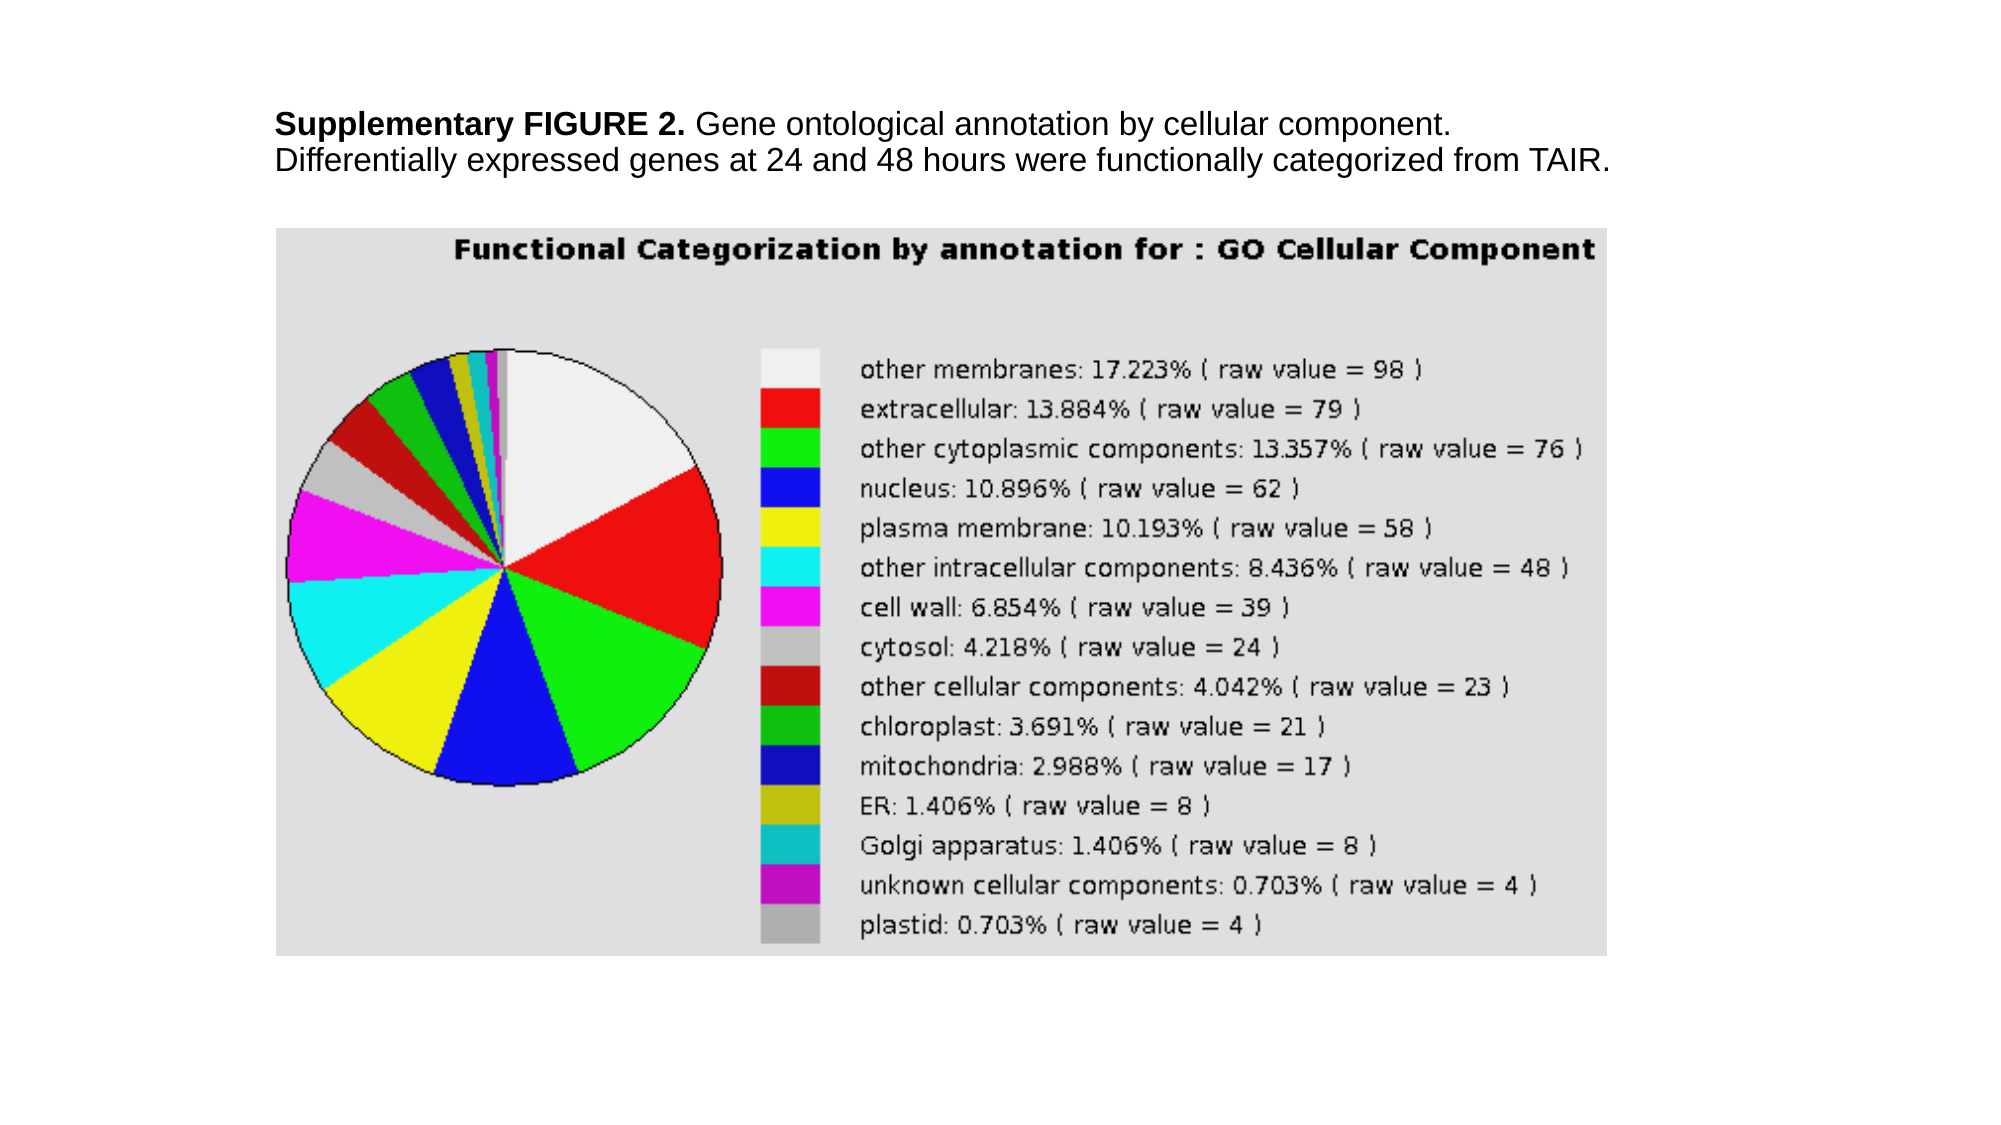

# Supplementary FIGURE 2. Gene ontological annotation by cellular component.Differentially expressed genes at 24 and 48 hours were functionally categorized from TAIR.

## Slide 3
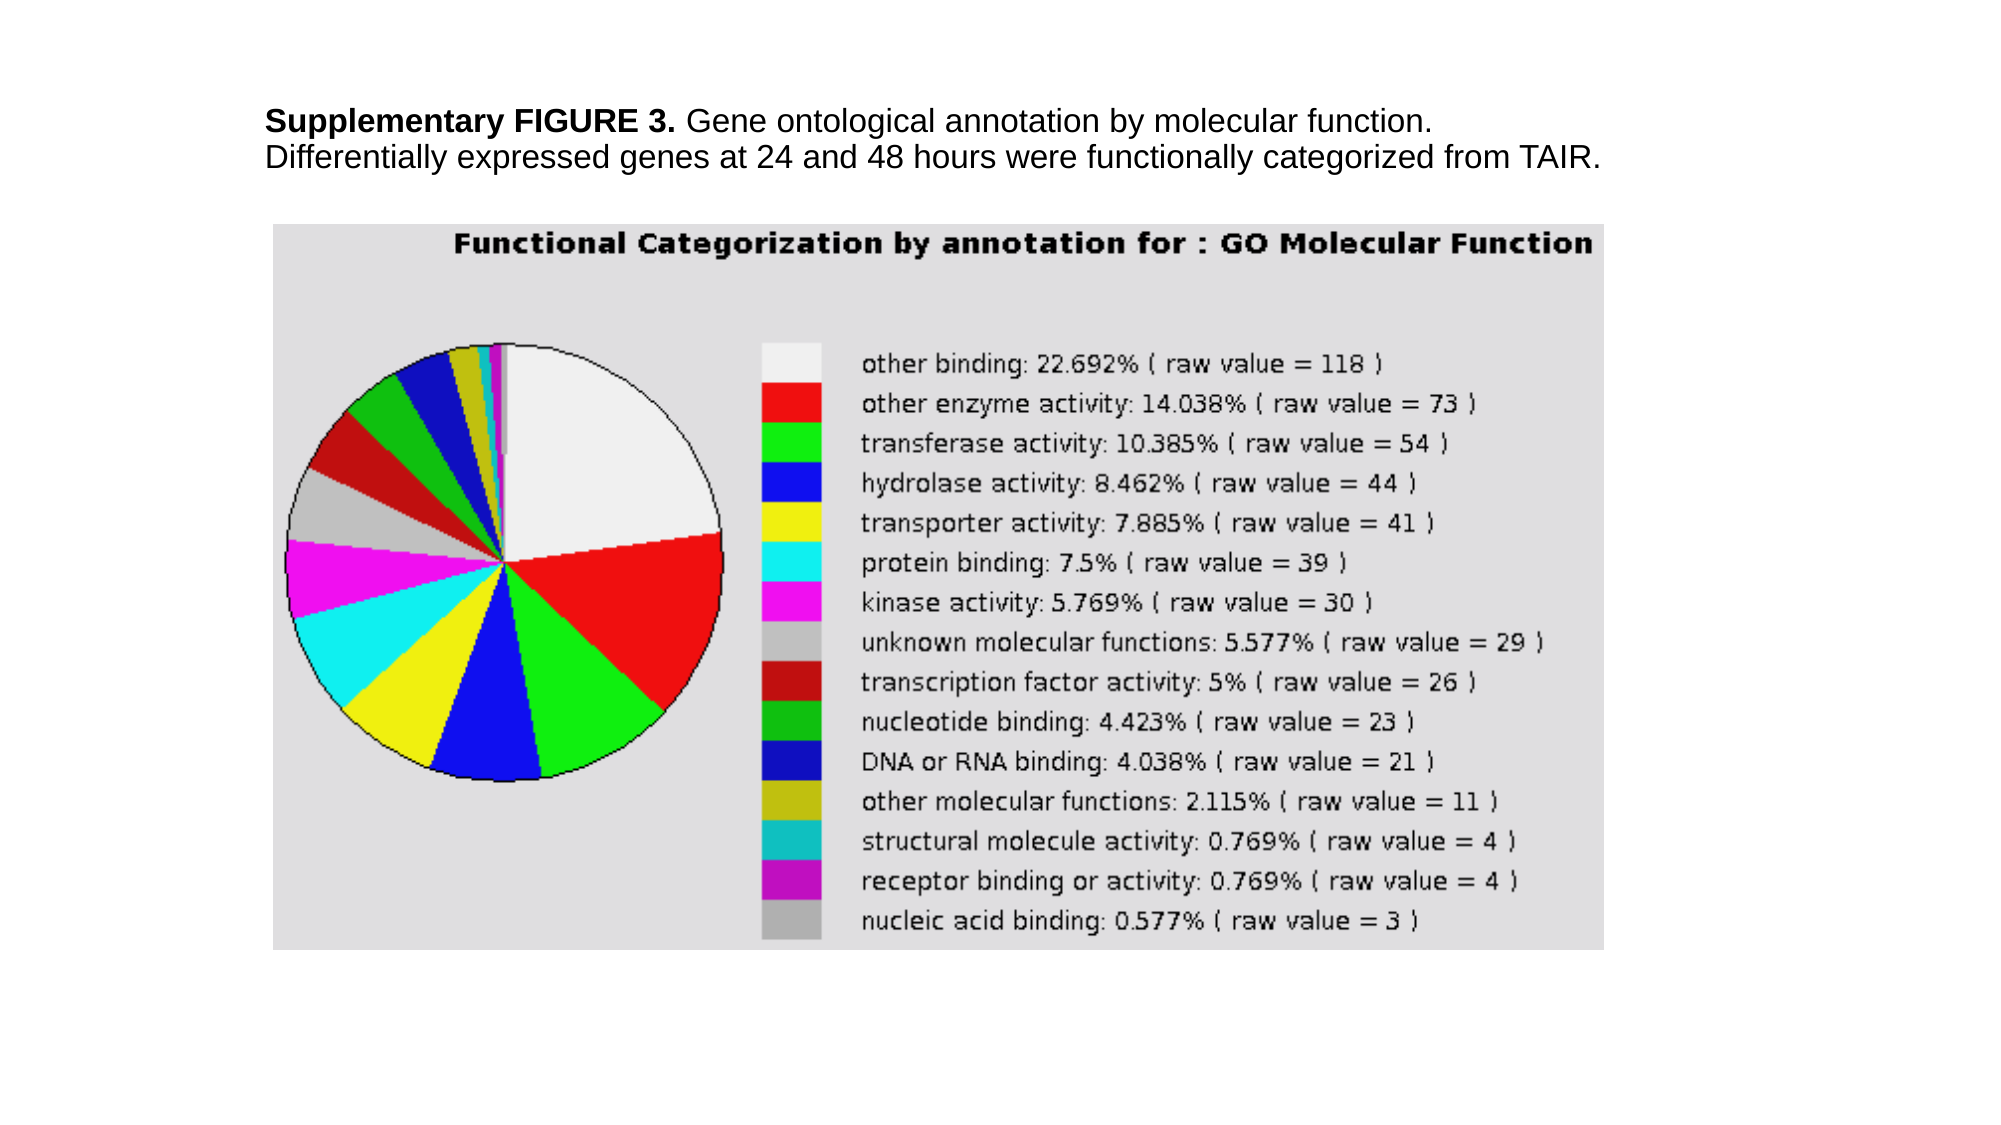

# Supplementary FIGURE 3. Gene ontological annotation by molecular function.Differentially expressed genes at 24 and 48 hours were functionally categorized from TAIR.

## Slide 4
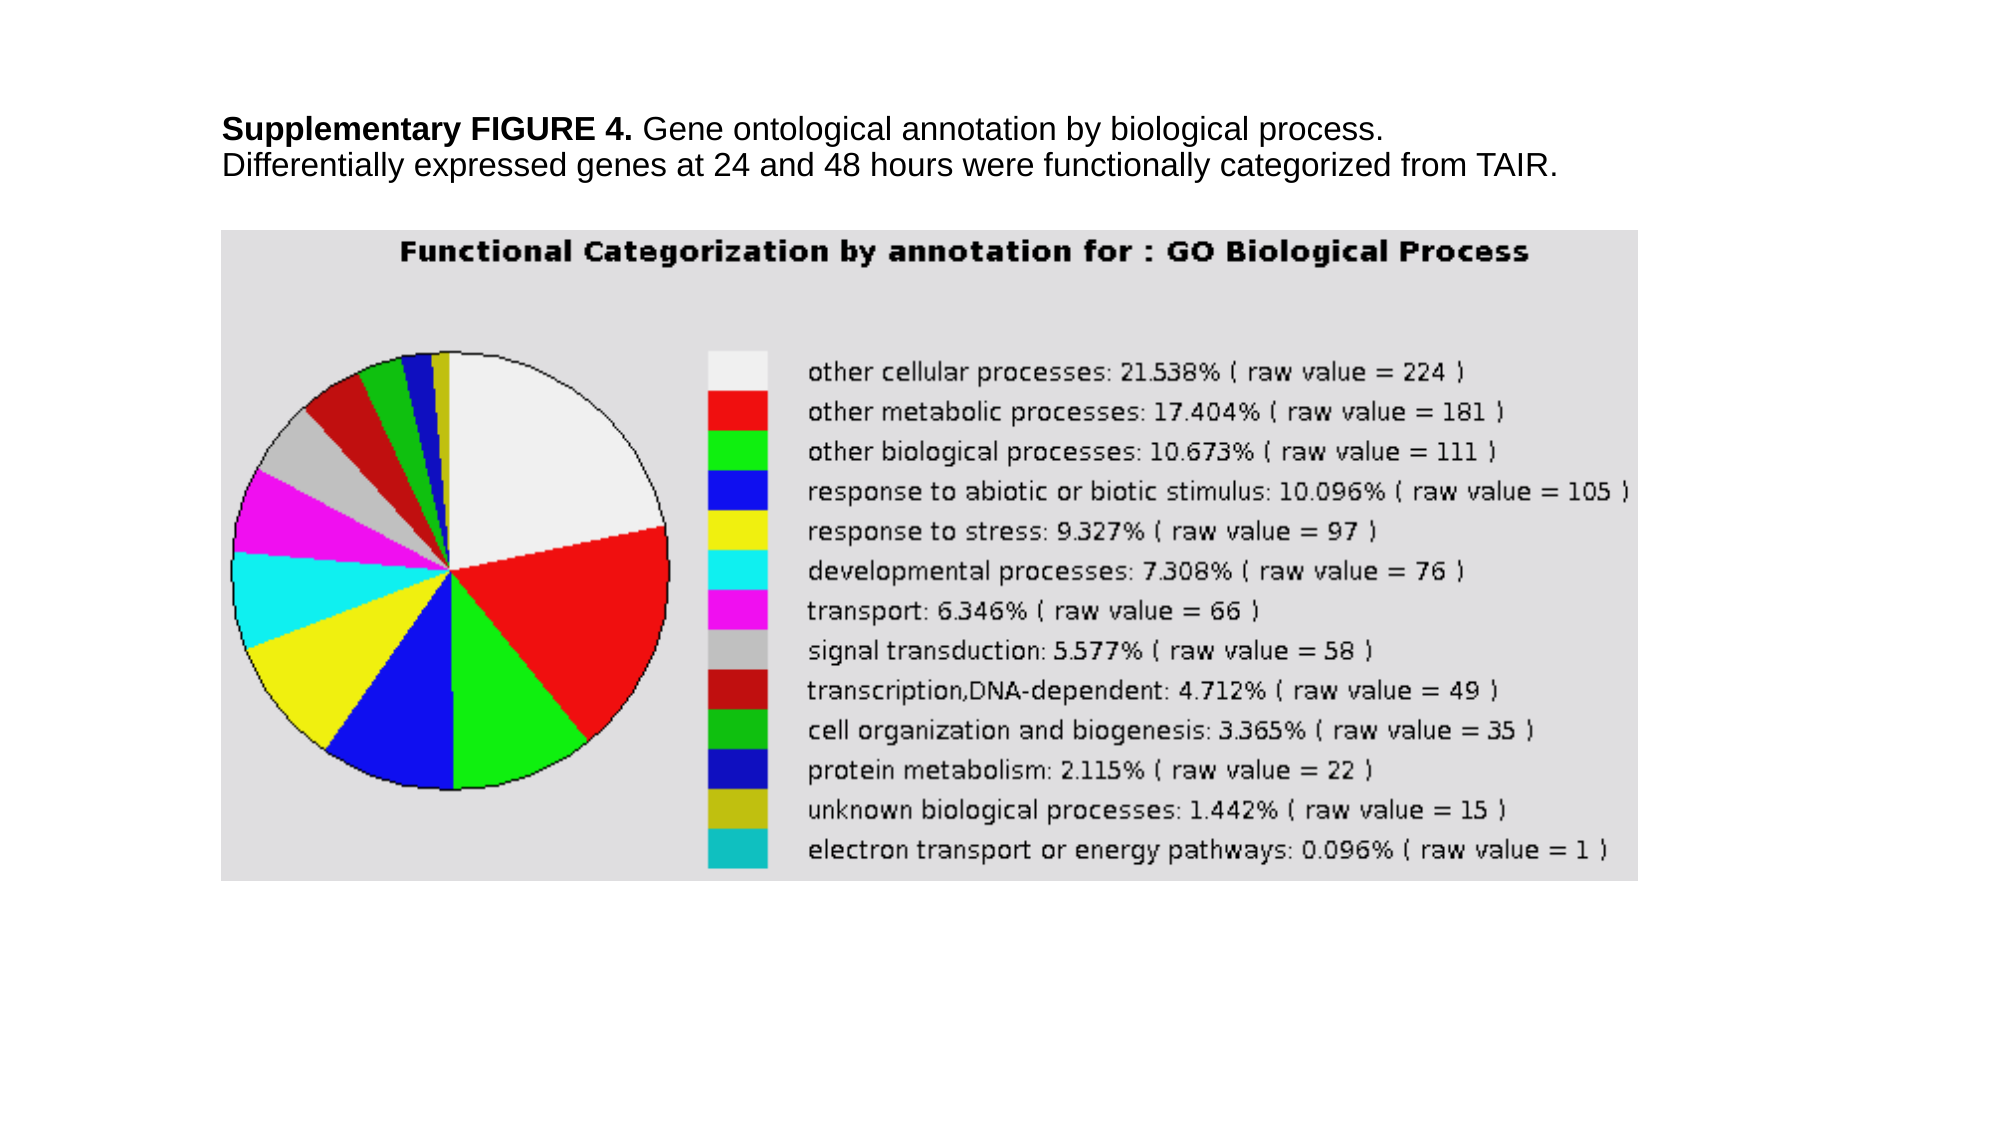

# Supplementary FIGURE 4. Gene ontological annotation by biological process.Differentially expressed genes at 24 and 48 hours were functionally categorized from TAIR.

How the deposited data were processed for this re-analysis (not part of the article)

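RNA of roots of 4-day Arabidopsis seedlings, untreated (plain LB) or inoculated with Rhizobium sp. IRBG74, was sequenced at 24 h and 48 h in 3 biological repeats, giving 12 libraries in 4 groups, with 100 roots per sample. According to the methods, the authors trimmed the reads, aligned them with TopHat2 to the Arabidopsis genome, assembled and merged transcripts with Cufflinks2 and Cuffmerge2 and compared groups with Cuffdiff 2.2.1. The authors' deposited table holds 45695 rows for 14623 identifiers, each with the FPKM that Cuffdiff gave to a pair of groups, and a row is present only where Cuffdiff called the difference significant. The log2 fold changes in that table were made by the authors, per the file header, as log2 of the second group's FPKM over the first without a pseudocount, and they were recomputed here from the FPKM. The p-values were made by the authors with Cuffdiff, as deposited, and the q-values are the same p-values after the authors' adjustment for multiple testing. Whether Cuffdiff scaled the libraries, and how, is not named in the methods.

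The design set before the data were examined was a limma fit over all genes with values per library. As the deposited table gives 1 value per group, that fit could not be run. Counts of changed genes were taken instead from the authors' significant results, with the fold threshold of 2 of the methods, and library values were used only for the genes of Supplementary Tables 1 and 2, where the paper gives FPKM for each repeat of 50 and 211 genes. The supplementary averages and the deposited group values of the same genes differed by a median of 0.17 (untreated, 24 h), 0.16 (treated, 24 h), 0.19 (untreated, 48 h) and 0.11 (treated, 48 h) on the log2 scale. Treated and untreated libraries were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with 1 mean per group, a mean-variance trend and Benjamini-Hochberg adjustment over the genes of the table; a gene was called at an adjusted p under 0.05 and a change above 2-fold. The fits at 24 h and 48 h used the 6 libraries of the time, and the interaction used all 12 libraries and the 37 genes shared by both tables. With 3 samples against 3, an exact permutation test cannot give a p under 0.1, so none is given for single genes. In simulated data with the spread of the real libraries at 48 h, 100 of 211 genes were changed by 2 on the log2 scale. There the fit recovered 99 and made 0 false calls. For the interaction, all 37 simulated genes had the same mean and an SD of 0.1, and 15 of 15 were recovered with 0 false calls. Standard errors of the real interaction reached 0.348 (SAUR68), so that simulation does not show how genes of wider spread would fare.

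Gene lists were tested through their median log2 fold change, with 0.1 added to each group FPKM. The list was set against 10000 random lists of as many genes, matched in 20 bins of mean FPKM, and called different where its median lay outside the central 95% of them. The lists fixed before the deposited values were seen were the auxin families (157 genes, matched by name) and, written after reading the supplementary tables, an immune list (12 genes of pattern-triggered immunity and camalexin synthesis), a hypoxia list (12 genes) and a nitrate list (6 genes). Random lists are drawn from genes with a value in both groups, which are genes significant in at least 1 comparison, so the lists are compared with such genes and not with all genes. Of 200 simulated lists of 12 genes with no shift, 12 fell outside the central 95%, or 6%; with a shift of 0.5, 192 did. Shares of genes were compared by two-sided Fisher's exact tests with all identifiers of the deposited table as background. Cell wall and aquaporin families were added after the values were seen.

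Genes were named by a rule set before the data were examined: each gene named in the results text, the 5 largest rises and falls at each time among called genes with a mean of at least 1 FPKM in the higher group and groups that do not overlap, the genes with the largest difference among those that moved in opposite directions, and the members of the gene lists. Other genes named were chosen after their values were seen, and the text says so.

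The alternatives tried were pseudocounts of 0.01, 0.1 and 1, a minimum mean FPKM of 0.1 or 1, rescaling of each group by its median ratio to the geometric mean, quantile normalization, no fold threshold, unadjusted p-values, the replicate number as a block, and fits without each library in turn. Added after the values were seen were the auxin list without 3 genes of other annotated product and the other lists without genes of the supplementary tables. The closing section gives their effect. GO categories and the enrichment map were not analysed here, nor were the seedling phenotypes and reporter assays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used with a fixed seed.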

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

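All tests of explanations here were chosen after the results they bear on had been seen.

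The difference between the change at 48 h and the change at 24 h passed the thresholds in 15 of the 37 genes shared by Supplementary Tables 1 and 2, by a test of the difference itself. In 3 of them the direction was opposite: CYP71A12, GSTF6 and ATGSTF7 fell at 24 h and rose at 48 h, with differences of 9.59, 7.61 and 7.12 on the log2 scale (standard errors 0.149, 0.0882 and 0.0863), and for each of the 3 no treated library overlapped the untreated ones at either time. CYP71A12 went from 34.5 ± 1.21 to 3.98 ± 0.400 FPKM (SD, n = 3 each) at 24 h and from 2.10 ± 0.364 to 196.7 ± 6.58 FPKM at 48 h. When the treated and untreated labels were regrouped at random within each time, 6 of 100 regroupings, the real one included, gave as many genes as the 15. The other 5 left the labels of 1 time point whole or exchanged them completely, and the largest of them gave 37 genes. Such regroupings carry the shared treatment effect into the difference. A second scheme, added after this was seen, regrouped the values left after the shared effects of time and treatment had been removed. There 1 of 100, the real one, gave as many, and the largest other count was 9. The first scheme therefore does not test chance, and the genes had been selected by the authors on the same libraries.

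The same opposite pattern was present beyond those 3 genes. Opposite directions above 2-fold were found for 56 genes of the authors' deposited table, 50 of them down at 24 h and up at 48 h. Without the fold threshold the prevailing direction was the reverse, with 580 genes up at 24 h and down at 48 h and 306 down and then up, so the pattern is one of the larger changes only. An exchange of treated and untreated labels at 24 h is argued against by the 432 of 488 genes that kept their direction. A shift in scale between groups is argued against by the 60 opposite genes after rescaling by the median ratio, and low expression by the 48 left with a mean of at least 1 FPKM. Whether these genes were raised in untreated roots at 24 h, by handling, the plain LB added or the age of the seedlings, cannot be told apart from a fall caused by the treatment. Of the 50 genes, 48 were lower in untreated roots at 48 h than at 24 h, 31 of them by more than 2-fold, but they were chosen for the pattern, so this count decides nothing. A biological change in the response between 24 h and 48 h stays open as well. Reads from the bacterium were not examined here.

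The median of the immune list was 3.95 at 48 h, with 11 of 11 listed genes above 2-fold. Since 6 of its 12 genes are in Supplementary Table 2, which had been read before the list was written, that value is not evidence by itself. Over the 5 listed genes outside the supplementary tables, the median was 2.06 at 48 h, above 99.9% of random lists, and -0.09 at 24 h, above 37.8% of them. The difference between the times was not tested for the list. In untreated roots the immune list was lower at 48 h than at 24 h, with a median of -0.72, below all 10000 random lists. Over the 5 genes outside the supplementary tables it was -0.46, above 0.74% of random lists, so the untreated level also moved with time alone. A shift in scale is argued against by a median of 2.02 over these 5 genes after quantile normalization, and low expression by 1.67 with a pseudocount of 1, both above 99.9% of random lists. An immune response to the bacterium at 48 h is one hypothesis that these values leave open.

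Genes of the hypoxia list are not discussed in the paper. The median was 1.40 at 24 h and 2.06 at 48 h, with 12 of 12 genes higher in treated roots at each time, but 7 of the 12 are in Supplementary Table 2, which had been read before the list was written. Over the other 5 genes the median was 1.38 at 24 h and 1.92 at 48 h, above 99.4% of random lists or more. A shift in scale is argued against by a median of 1.51 over these 5 genes at 48 h after quantile normalization, and low expression by 0.97 at 24 h with a pseudocount of 1, each above the central 95% of random lists. In untreated roots the list was also higher at 48 h than at 24 h, with a median of 0.60. Lower oxygen around inoculated roots may explain the rise, as may an effect of the bacterium on these genes without a change in oxygen, and the design separates neither.

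For the nitrate list the median was 0.63 at 24 h, higher than 99.7% of random lists, with 5 of 6 genes up and ATNRT2:1 down (log2 fold change of -1.29 in the authors' deposited table); NIA1 and NIA2, 2 of the 6, are in both supplementary tables, which had been read before the list was written. Over the other 4 genes the median at 24 h was 0.52, above 98.0% of random lists and so near the edge of the central 95%. A shift in scale is argued against by a median of 0.47 over these 4 genes after quantile normalization. At 48 h the median was 0.30, inside the central 95% of random lists. In untreated roots it was 0.61 between 24 h and 48 h, so that the list also moved with time alone. Nitrogen released from the bacterium may be among the causes, and was not tested. The untreated roots had received plain LB, so the medium by itself does not separate the groups.

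Many genes past the paper's thresholds lie outside its table of that time, 800 at 24 h and 1917 at 48 h; some of them are in the table of the other time. Low expression is argued against as the whole cause, since 1828 of those at 48 h had at least 1 FPKM in the higher group. A further threshold on fold change and FPKM is argued against at 48 h by 19 genes outside the table that exceeded the table's medians of both, against 1 at 24 h. Genes outside the table of that time nevertheless changed less (median absolute log2 fold change of 1.36 against 2.19 at 24 h, and 1.58 against 2.46 at 48 h) and were expressed less (6.00 against 61.0 FPKM, and 6.94 against 61.8). What else set the tables apart stays open. Chosen after the values were seen, ETO3 with 7.96 and ADH1 with 4.10 at 24 h, and AT2G43860 with 7.68 and PBS3 with 7.19 at 48 h, had among the largest log2 fold changes outside the table of that time in the authors' deposited table; ADH1 is in Supplementary Table 2.

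Untreated roots of 48 h and 24 h, a comparison the paper does not report, differed above 2-fold in 526 genes of the authors' deposited table (354 up and 172 down). A shift in scale is argued against as the whole cause by the 485 genes past 2-fold after rescaling by the median ratio, though the split then turned to 230 up and 255 down. The age of the seedlings differs with time, and no other explanation was tested.

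For the genes called within the supplementary tables, 1 of the 10 splits of the 6 libraries at 24 h, the real one, gave as many as 49 genes, and 1 of the 10 splits at 48 h gave as many as 209. Each of the 9 other splits at either time gave 0 genes, and 0 at an unadjusted p under 0.05. A count over 10 splits cannot give a share under 0.1, and the genes had been selected by the authors on the same libraries.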

How the results depend on the processing

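No test or alternative below was chosen after the results were seen, except the auxin list without 3 genes of other annotated product and the immune, hypoxia and nitrate lists without genes of the supplementary tables. The main counts use the authors' significant results and their FPKM without a pseudocount.

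With a pseudocount of 1, genes changed at 24 h fell to 472, genes changed between untreated roots to 271, genes of the same direction at both times to 259, genes of opposite direction to 30, and node 2 genes at 48 h to 11, since the pseudocount shrinks the fold changes of genes of low FPKM. A mean FPKM of at least 1 also left 11 node 2 genes at 48 h, since it removes such genes. Without the fold threshold the counts were 5918 at 24 h, 8790 at 48 h, 6449 in untreated roots, 2833 of the same and 886 of opposite direction, 28 of node 1 and 21 of node 3 at 24 h, and 29 for the genes whose change differs between the times, since more genes can pass. At 48 h the share of rising genes was then 39.4%, against 60.9% with the threshold, and the prevailing direction of the opposite genes was reversed (580 up at 24 h and down at 48 h, 306 down and then up, against 6 and 50). Rescaling by the median ratio moved the median of all genes at 48 h from -0.16 to -0.03, and turned the untreated comparison from 67.3% to 47.4% rising; with quantile normalization it was 54.7%. A minimum mean FPKM of 0.1 removed no gene, so it tests nothing.

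The other counts of all genes, of the genes of the 3 nodes and of limma calls stayed within 1.5 times their main value under the alternatives run for them. Among the families counted by name, PIP aquaporin genes at 24 h went from 2 up and 5 down to 1 up and 6 down after rescaling and 1 up and 8 down after quantile normalization; at 48 h rescaling moved the rising PIP genes and the rising PIN genes from 1 to 2 each. In the fits without each library in turn, the calls ranged from 48 to 50 genes of Supplementary Table 1, from 208 to 210 of Supplementary Table 2 and from 14 to 16 for the difference between times. With the replicate number as a block, these were 49, 209 and 15; the numbers are not known to pair the samples. The 27 named genes at 24 h, 48 at 48 h and 4 of the difference between times kept their direction and their side of the adjusted p of 0.05 in all 243, 432 and 60 alternative fits.

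The medians of the auxin, immune, hypoxia and nitrate lists kept their sign and their side of the central 95% of random lists when each alternative was run on its own, at 24 h, at 48 h and in untreated roots. With genes of the supplementary tables left out and a mean FPKM of at least 1 together, the nitrate list in untreated roots came inside, at a percentile of 97.2 over 3 genes. At 24 h the auxin median ranged from 0.36 to 0.44 and at 48 h from 0.56 to 0.73, the highest at 24 h being without the 3 genes. The nitrate list at 48 h stayed inside, at percentiles of 95.3 to 97.4, and at 76.4 without genes of the supplementary tables. Without those genes the immune median fell from 3.95 to 2.06 at 48 h, the hypoxia median from 1.40 to 1.38 at 24 h and from 2.06 to 1.92 at 48 h, and the nitrate median from 0.63 to 0.52 at 24 h.

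Not run, for want of library values of all genes, were limma over all genes, unadjusted p-values, the block and the fits without a library for the counts over all genes, camera and fry for the lists, and fits on the 6 libraries of a time for those results. Rescaling and quantile normalization of libraries were not run within the supplementary tables, whose genes were selected for change.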

Differences from the paper's values

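No test in this part was chosen after the values were seen.

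The paper reports 50 differentially expressed genes at 24 h and 211 at 48 h, against 850 and 2128 genes of the authors' deposited table that pass the same thresholds. None of the alternatives set before the data were examined closed the gap; the lowest counts were 472 at 24 h and 1490 at 48 h, with a pseudocount of 1.

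For 17 genes at 24 h, the log2 fold change from the deposited group values lay within the replicate SD of the paper's supplementary value. They are text-named genes and LRP1, which the text does not name. At 48 h, 18 of 35 such genes, LRP1 among the 18, differed by more, 35 of 35 in the same direction. The alternatives set before the data were examined were pseudocounts of 0.01, 0.1 and 1, rescaling by the median ratio and quantile normalization, and those not named for a gene left the gap open. Over the 35 genes, 19 differed with a pseudocount of 0.01, 17 with 0.1 and 28 with 1, 14 after rescaling and 19 after quantile normalization, so no alternative accounts for the gaps. Rescaling adds the same amount to each log2 fold change of a time, and it opened gaps for PIN5, STY1, PIP1D, RD28 and PPI2.

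Rescaling by the median ratio and quantile normalization each closed the gap for IAA1 (2.70 against the paper's 2.89), IAA19 (2.77 against the paper's 2.94), LAX3 (1.73 against the paper's 1.84) and PIP1A (-2.47 against the paper's -2.33). Rescaling alone did so for ARF19 (1.24 against the paper's 1.39), BRL3 (2.33 against the paper's 2.47), FLS2 (4.48 against the paper's 4.65) and ER (1.50 against the paper's 1.78). For ATFRO5 (-2.77 against the paper's -2.60), rescaling and pseudocounts of 0.1 and 1 did. A pseudocount of 0.1 and quantile normalization each did for IAA5 (7.48 against the paper's 7.16), STY2 (2.10 against the paper's 1.68) and LRP1 (2.89 against the paper's 2.79). A pseudocount of 0.1 alone did for SHI (1.73 against the paper's 1.44), and a pseudocount of 1 alone for PID (2.70 against the paper's 2.35). None closed it for IAA3 (1.41 against the paper's 1.80), IAA30 (2.44 against the paper's 2.82), SAUR66 (3.19 against the paper's 3.58) and PIP2F (-2.89 against the paper's -3.01).

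Figure 8 shows ATFRO5, RD28, PIP2F, PIP1A, PPI2, FLA9, MAKR4 and AGP14 without a significant change at 24 h, where the authors' deposited table lists log2 fold changes of -1.06, -1.61, -1.05, -1.25, 1.07, -1.42, 2.08 and -1.10. Figure 7 shows BEN1 in the same way, against 1.31. Of these genes, FLA9, MAKR4, AGP14 and BEN1 were chosen after their values were seen. The paper places the induction of node 3 genes mainly at 48 h, which may speak of timing or of direction. By timing, 28 of its genes changed above 2-fold at 48 h and 11 at 24 h in the authors' deposited table. By direction, 16 rose and 12 fell at 48 h.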

Other observations

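Of the summed FPKM of the genes in the authors' deposited table, AT1G15405 held 13.7% in untreated and 21.5% in treated roots at 24 h, and 21.9% in treated roots at 48 h. In untreated roots at 48 h, AT5G09700 held the largest share, 10.4%. Both genes were chosen after their values were seen. TIR1, the gene of the auxin receptor mutant, was not listed for treated against untreated roots at either time, and between untreated roots of 24 h and 48 h its log2 fold change was -0.25.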
